# Genome-Wide Characterization of Menin-Dependent H3K4me3 Reveals a Specific Role for Menin in the Regulation of Genes Implicated in MEN1-Like Tumors

**DOI:** 10.1371/journal.pone.0037952

**Published:** 2012-05-30

**Authors:** Sunita K. Agarwal, Raja Jothi

## Abstract

Inactivating mutations in the *MEN1* gene predisposing to the multiple endocrine neoplasia type 1 (MEN1) syndrome can also cause sporadic pancreatic endocrine tumors. *MEN1* encodes menin, a subunit of MLL1/MLL2-containing histone methyltransferase complexes that trimethylate histone H3 at lysine 4 (H3K4me3). The importance of menin-dependent H3K4me3 in normal and transformed pancreatic endocrine cells is unclear. To study the role of menin-dependent H3K4me3, we performed *in vitro* differentiation of wild-type as well as menin-null mouse embryonic stem cells (mESCs) into pancreatic islet-like endocrine cells (PILECs). Gene expression analysis and genome-wide H3K4me3 ChIP-Seq profiling in wild-type and menin-null mESCs and PILECs revealed menin-dependent H3K4me3 at the imprinted *Dlk1-Meg3* locus in mESCs, and all four *Hox* loci in differentiated PILECs. Specific and significant loss of H3K4me3 and gene expression was observed for genes within the imprinted *Dlk1-Meg3* locus in menin-null mESCs and the *Hox* loci in menin-null PILECs. Given that the reduced expression of genes within the *DLK1-MEG3* locus and the *HOX* loci is associated with MEN1-like sporadic tumors, our data suggests a possible role for menin-dependent H3K4me3 at these genes in the initiation and progression of sporadic pancreatic endocrine tumors. Furthermore, our investigation also demonstrates that menin-null mESCs can be differentiated *in vitro* into islet-like endocrine cells, underscoring the utility of menin-null mESC-derived specialized cell types for genome-wide high-throughput studies.

## Introduction

Whole exome sequencing of different tumor types has identified mutations in various genes whose products are associated with epigenetic processes that are involved in chromatin modification [1]. Sporadic pancreatic endocrine/neuroendocrine tumors of the hormone secreting islet cells of the pancreas harbor inactivating mutations in *MEN1* encoding menin, a component of histone methyltransferase complexes, in 27–44% of tumors [2], [3]. Also, 14–25% of these tumors have mutations in *DAXX* or *ATRX* that encode subunits of a chromatin-remodeling complex [3]. Menin is found in a subset of COMPASS-like (complex of proteins associated with Set1) mixed lineage leukemia (MLL) complexes that trimethylate histone H3 at lysine 4 (H3K4), specifically in MLL1/MLL2-containing complexes that trimethylate H3K4 [4], [5]. The MLL core complex consists of homologs of proteins found in the yeast Set1 histone methyltransferase (HMT) complex such as ASH2, RBBP5, and WDR5.

Menin acts as a tumor suppressor in the autosomal dominant multiple endocrine neoplasia type 1 (MEN1) syndrome characterized by tumors of hormone producing cells of the parathyroids, enteropancreatic endocrine tissues, and anterior pituitary [6]. Menin is essential for early development as indicated by the embryonic lethality at E11.5-E13.5 of homozygous *Men1*-knockout (*Men1*-ko) mouse embryos [7]. *Men1* loss in mouse models driven by RIP-Cre, GLU-Cre, or PDX1-Cre show islet endocrine cell-type restricted tumorigenesis, implicating an essential role for menin in islet endocrine cell homeostasis [7], [8], [9], [10].

Surprisingly, menin's association with MLL is pro-oncogenic in MLL-associated leukemia cells. About 50–60 different translocations involving the MLL1 gene are known to cause acute lymphoid and myeloid leukemias with increased expression of specific homeobox (HOX) genes such as *HOXA7*, *HOXA9*, and the HOX cofactor *MEIS1* [11]. Menin binds to the highly conserved N-terminal 44 amino acids of MLL1 or MLL2; hence, N-terminal MLL peptides could serve as dominant negative inhibitors of the MLL-menin interaction, inhibiting the growth of MLL-transformed leukemic cells (containing MLL-AF9 fusion) by downregulating MLL targets including *HOX* genes and *MEIS1* [12].

The direct role of H3K4 trimethylation (H3K4me3) catalyzed by menin-containing MLL complexes in pancreatic islet endocrine cells is unclear, and the functional relevance of H3K4me3 catalyzed by the MLL1 and MLL2 complexes with or without menin in islet cells has not been elucidated. Pancreatic endocrine cells are found in the islets that comprise only ∼1% of the pancreas. Large quantities of live cells are generally required for most genome-wide occupancy analysis assays. Menin-null human islets are rarely available, which makes islets from MEN1 mouse models (normal and tumor) an attractive alternative source. However, to obtain large quantities of live cells, one would need to isolate and pool islets from a large number of mice. Embryonic stem cells (ESCs) from *Men1*-ko mouse embryos have been established. ESCs can undergo multi-lineage differentiation *in vitro* producing specialized cell types retaining an intact normal diploid karyotype (unlike cell lines and tumors that are aneuploid) [13]. *Men1*-ko (menin-null) mouse ESCs (mESCs) cannot complete hematopoietic differentiation *in vitro* due to reduced *Hoxa9* expression [14]. However, it was not known whether menin-null mESCs could undergo differentiation into pancreatic islet-like endocrine cells *in vitro*.

**Figure 1:**
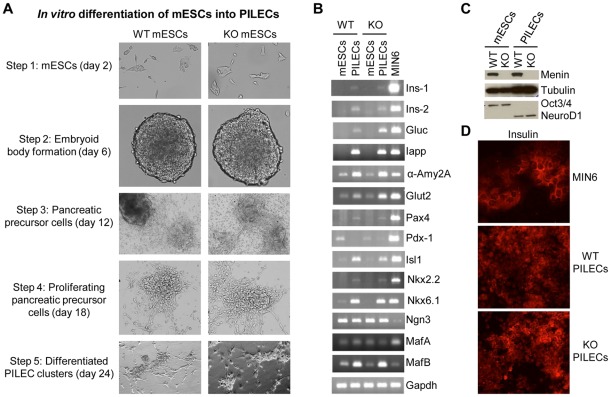
*In vitro* differentiation of mESCs into pancreatic islet-like endocrine cells (PILECs). (A) Phase contrast images of wild-type (WT) mESCs and menin-null (KO) mESCs differentiated into PILECs. (B) RT-PCR analysis measuring mRNA levels of genes expressed in islet cells using RNA from mESCs and mESC-derived PILECs. WT: wild-type cells; KO: *Men1*-ko cells (menin-null). RNA from the mouse insulinoma cell line MIN6 was used as a positive control. Gapdh served as an internal control for RT-PCR using a 1∶10 dilution of the oligo-dT primed first strand cDNA template. (C) Western blot analysis of whole cell protein extracts from wt or menin-null mESCs before and after differentiation into PILECs with antibodies against menin, an ESC pluripotency marker Oct3/4, and an islet differentiation marker NeuroD1. Tubulin served as protein loading control. (D) *In vitro* differentiation of pancreatic precursor cells (step-3) derived from mESCs into PILECS was performed in gelatinized chamber slides and processed for immunofluorescence (red) staining with a pro-insulin C-peptide mouse monoclonal antibody to detect insulin. MIN6 cells cultured in chamber slides were used as a positive control.

We performed *in vitro* differentiation of wild-type as well as menin-null mESCs into pancreatic islet-like endocrine cells (PILECs) in order to obtain a source of cells with a homogenous and diploid genetic background for global menin-dependent H3K4me3 and gene expression analyses. We used ChIP-Seq and microarray analysis to profile genome-wide H3K4me3 and gene expression, respectively, in wild-type and menin-null mESCs and PILECs. Specific and significant loss of menin-dependent H3K4me3 was observed at imprinted *Dlk1-Meg3* locus in menin-null mESCs, and at all four *Hox* loci in menin-null PILECs. These H3K4me3 losses were accompanied by reductions in gene expression. Meg3 (maternally expressed gene 3) is an imprinted long non-coding RNA that acts as a tumor suppressor [15]. Given that the reduced expression of genes at the *DLK1-MEG3* and *HOX* loci is associated with sporadic pituitary tumors and parathyroid tumors, respectively [16], [17] (endocrine tumor types also found in the MEN1 syndrome), our data suggests a possible role for menin-dependent H3K4me3 at these genes in the initiation and progression of sporadic pancreatic neuroendocrine tumors.

**Figure 2:**
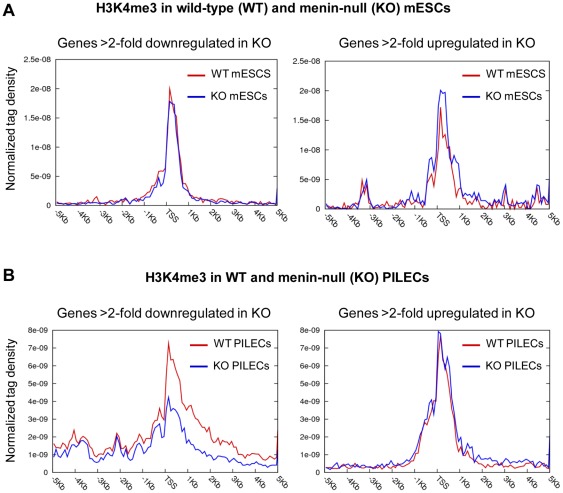
Decrease in gene expression accompanies decrease in H3K4me3 in menin-null PILECs but not in menin-null mESCs. Correlation between changes in gene expression and changes in H3K4me3 in menin-null (KO) mESCs vs. wild-type (WT) mESCs (A), and menin-null PILECs vs. wild-type (WT) PILECs (B). Normalized average tag density surrounding the transcription start site (TSS) is shown for genes that were at least 2-fold downregulated/upregulated in menin-null cells compared to WT cells.

## Results

### Menin-null mESCs can differentiate into pancreatic islet-like endocrine cells *in vitro*

*Men1*-ko (menin-null) mouse embryonic stem cells (mESCs) were deficient in completing hematopoietic differentiation *in vitro* [14]. In order to determine whether loss of menin affects the development of islet endocrine cells, we performed *in vitro* differentiation of menin-null mESCs into pancreatic islet-like endocrine cells (PILECs). Menin-null mESCs used in our study showed no growth defects, and were not compromised for embryoid body (EB) formation (**Figure** **1A**) which is consistent with previous reports [14], [18], [19]. Morphological changes during the differentiation of wild-type (wt) and menin-null cells into PILECs were similar (**Figure** **1A**). *In vitro* differentiation of both wt and menin-null mESCs into PILECs was assessed by measuring the expression of marker transcripts characteristic of islet cells. We observed comparable levels of the markers in both wt and menin-null mESC-derived PILECs (**Figure** **1B**). In menin-null mouse models, either the development of islets was unaffected or the development of early pancreatic endocrine cells was impaired [18], [20]. Our data show that menin is not essential for the development of islet-like endocrine cells.

**Figure 3:**
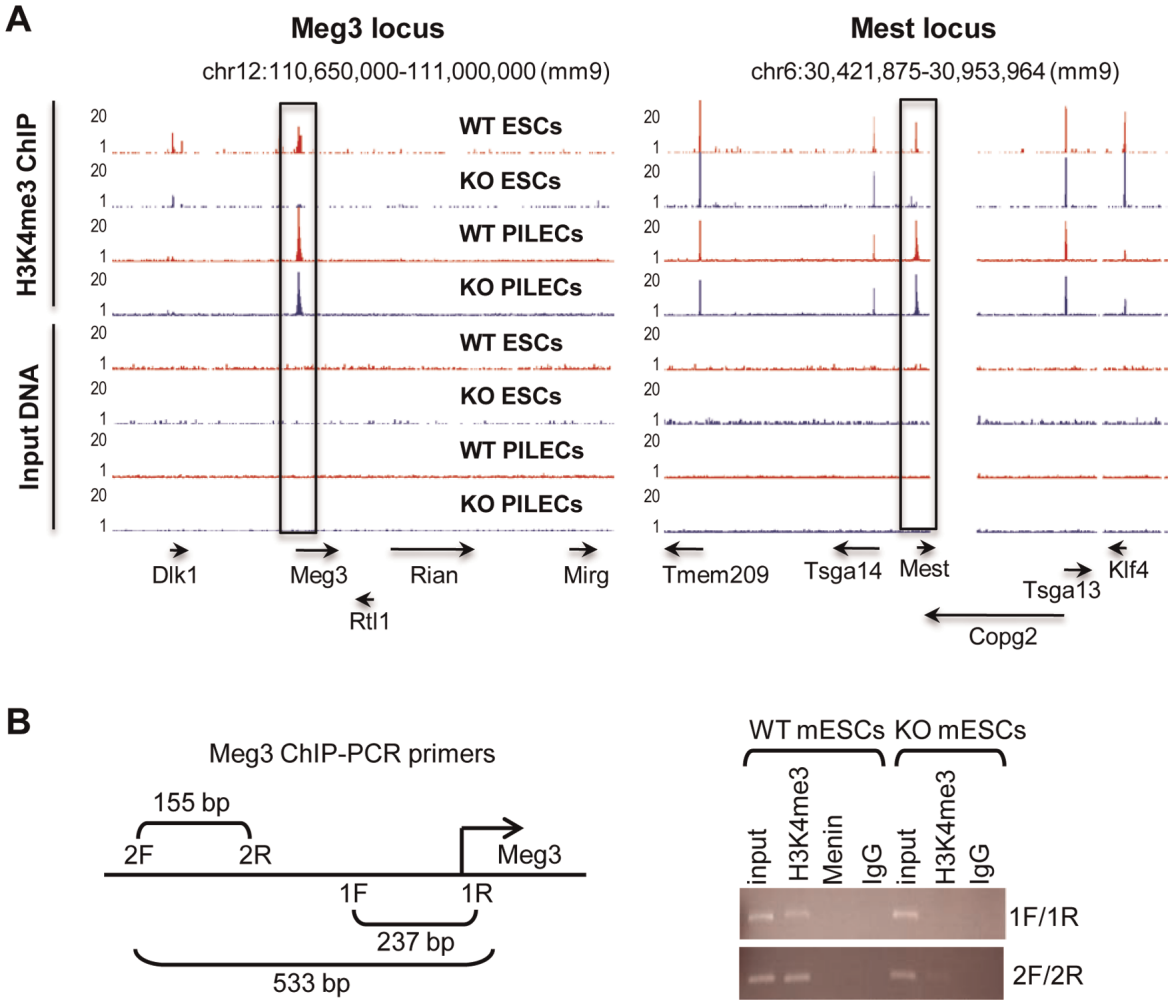
H3K4me3 at the *Meg3* promoter is menin-dependent in mESCs, but not in PILECs. (A) UCSC genome browser images of H3K4me3 profiles (top four tracks) at *Meg3* (left) and *Mest* (right) loci in wild-type (WT) and menin-null (KO) mESCs and PILECs. The bottom four tracks show profiles for control Input DNA. Rectangular box highlights the promoter regions of *Meg3* and *Mest*. Genes within the two loci and their orientation are marked using arrows at the bottom. (B) Schematic (left) showing the *Meg3* promoter region and the location of the ChIP-PCR primers and product length. Transcriptional start site is marked with the forward arrow. Results from ChIP-PCR analysis (right) from control input DNA, and DNA from ChIPs with antibodies against H3K4me3, menin, and normal rabbit IgG.

**Figure 4:**
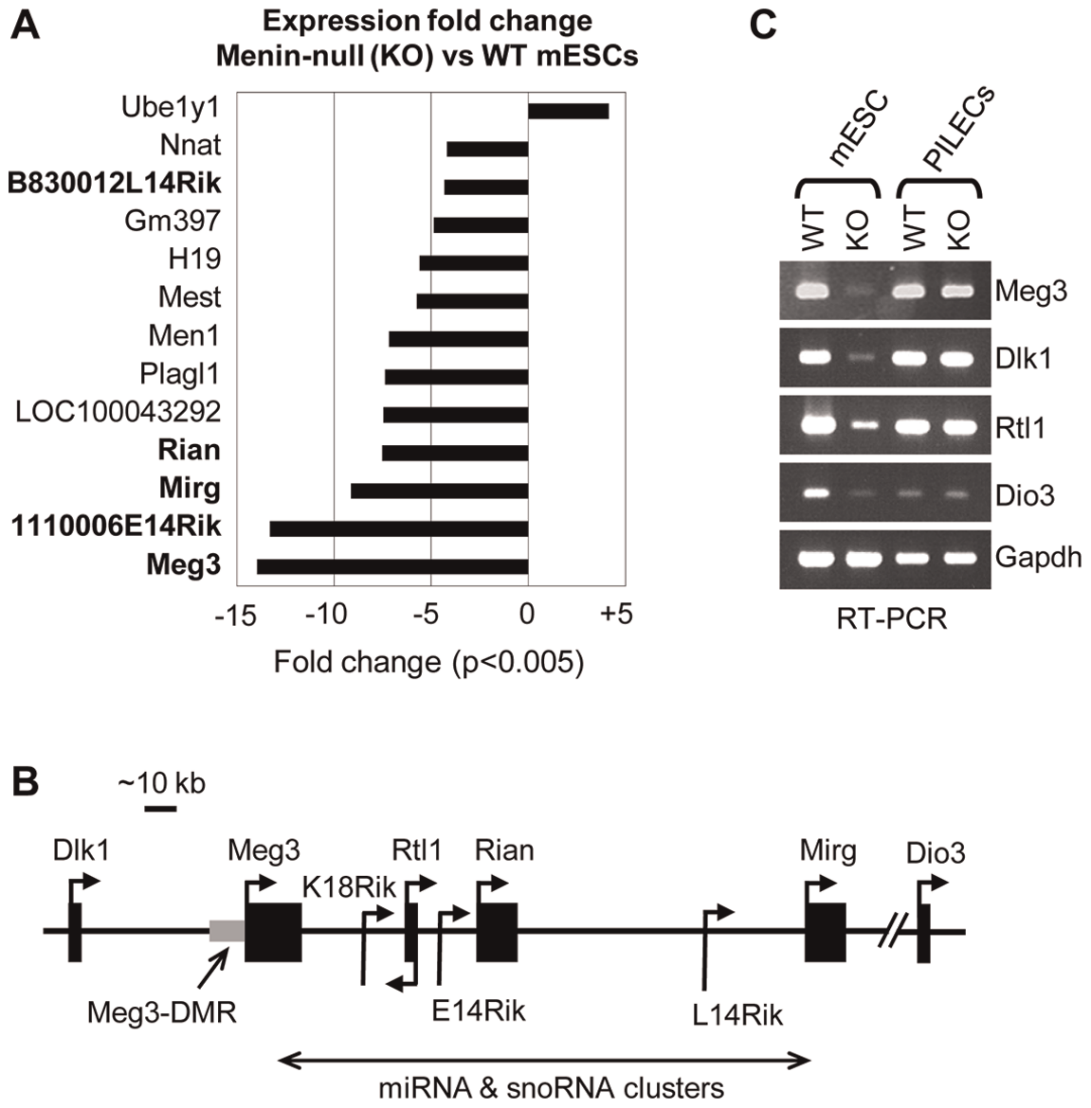
Menin-dependent regulation of genes within the *Dlk1*-*Meg3* locus in mESCs, but not in PILECs (A) Expression fold changes of genes that showed at least 4-fold change (p-value <0.005) in menin-null (KO) mESCs vs wild-type (WT) mESCs in microarray analysis. Genes marked in bold are from the *Dlk1-Meg3* locus. (B) Schematic showing the *Dlk1*-*Meg3* locus of ∼300 kb region near *Meg3* on chromosome 12 showing the relative location of the nearby genes and their orientation of expression indicated with arrows, and the location of noncoding RNAs (miRNAs and snoRNAs). (C) RT-PCR analysis measuring mRNA levels of Meg3 and other coordinately regulated genes (Dlk1, Rtl1 and Dio3) within the *Dlk1-Meg3* locus using RNA from WT and KO mESCs and PILECs. Gapdh served as an internal control for RT-PCR using a 1∶10 dilution of the oligo-dT primed first strand cDNA template.

Menin expression levels in mESC-derived PILECs were largely similar to that in wt mESCs. Upon differentiation of both wt and menin-null mESCs, the ESC pluripotency marker Oct4 was similarly downregulated and the differentiation marker NeuroD1 protein was similarly upregulated (**Figure** **1C**). Also, anti-C-peptide antibody immunofluorescence of the PILEC clusters showed similar staining for insulin in wt and menin-null cells (**Figure** **1D**). Whether PILECs are capable of producing and secreting physiological levels of insulin that is regulated by glucose has not been firmly established [21]. However, low-to-moderate level of insulin encoding transcripts (Ins-1 and Ins-2) and other islet hormone encoding transcripts (Gluc and Iapp) were observed in both wt and menin-null cells after differentiation (**Figure** **1B**). Therefore, we concluded that lack of menin did not affect the ability of mESCs to differentiate into the islet endocrine lineage *in vitro*, and that PILECs derived through *in vitro* differentiation of wt or menin-null mESCs could serve as a good surrogate for wt or menin-null islet endocrine cells, respectively.

**Figure 5:**
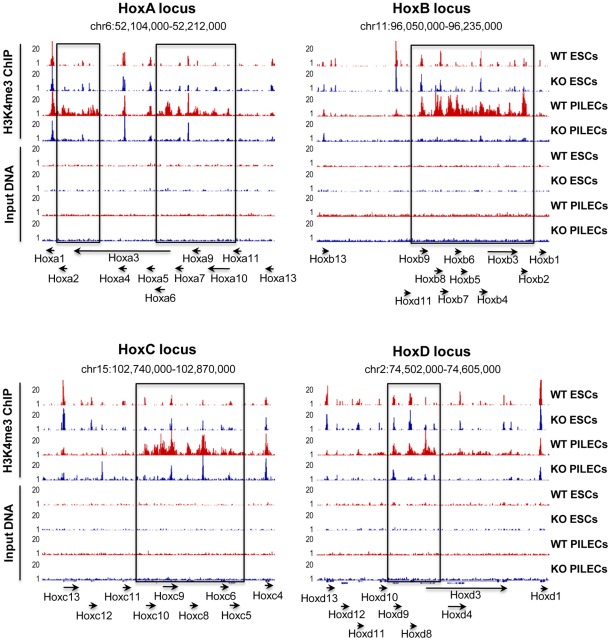
H3K4me3 at the four *Hox* loci is menin-dependent in PILECs UCSC genome browser images of H3K4me3 profiles (top four tracks) at the four *Hox* loci in wild-type (WT) and menin-null (KO) mESCs and PILECs. The bottom four tracks show profiles for control Input DNA. Rectangular box highlights the regions showing differential H3K4me3 in WT and KO PILECs. Genes within the four *Hox* loci and their orientation are marked using arrows at the bottom.

### Genome-wide mapping of H3K4me3 and gene expression profiling in wt and menin-null cells

Histone methyltransferase complexes contain menin, specifically the MLL1- and MLL2-containing COMPASS-like MLL complexes that are known to deposit the histone H3 lysine 4 trimethyl mark (H3K4me3). Homozygous *Men1*-ko mice are early embryonic lethal, and the role of menin-dependent H3K4me3 in embryonic lethality is unknown. 

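H3K4me3 ChIP-Seq libraries came from wild-type (wt) mESCs of the line TC-1, from menin-null mESCs of the line 3.2N, and from the PILECs, pancreatic islet-like endocrine cells, grown in vitro from each of these lines of mouse embryonic stem cells. Each of the 4 kinds of cells gave 1 H3K4me3 library and 1 library of input chromatin, 8 libraries in all, so there were no replicates. The authors aligned 36-bp reads to the mouse genome (mm9) and kept reads with a unique location, here called tags, and the deposited values are the positions of these tags, without any normalization. In each library between 1.04% and 1.81% of the tags listed more than 2 mismatches. The H3K4me3 libraries held 2432377 tags from wt mESCs, 3517028 from menin-null mESCs, 18773635 from wt PILECs and 17682677 from menin-null PILECs. The input libraries held 4248298, 3744616, 19016697 and 18120807 tags, in the same order. All tags were counted, each moved from its 5' end to the middle of the 250-bp fragment that the methods state as the average, and counts were divided by the total number of tags of the library and multiplied by 1000000 (RPM). A ratio of 2 libraries was given a 95% confidence interval from the exact conditional binomial (Clopper-Pearson) limits of the 2 counts. These intervals, and the limit of 3 tags used where a count was 0, cover counting error only, and a test on the counts compares the libraries and not the conditions.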

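Men1, the targeted gene, lies on chromosome 19 from 6334979 to 6340891 and has 10 annotated exons. Over exons 3 to 8, from 6336725 to 6338961, the input held 17 tags in wt mESCs and 22 tags in wt PILECs. No input tag fell there in menin-null mESCs or in menin-null PILECs, and a count of 0 allows up to 3 tags in each. In the sequence around these exons the input held 30 tags in wt mESCs, 29 in menin-null mESCs, 73 in wt PILECs and 61 in menin-null PILECs. The input libraries also differed elsewhere, which was found only once the values had been seen. On chromosome 12, the segment from 85.8 to 87.6 Mb and the segment from 107.4 to 112.8 Mb had fewer input tags for their depth in menin-null mESCs than in wt mESCs, with log2 ratios of -0.90 (95% interval -0.98 to -0.83) and -0.95 (95% interval -0.99 to -0.91). They were the only segments found when 11846 bins of 200 kb were searched for runs of at least 5 bins with a running median of over 0.5 in size. Chromosome 8 had a log2 ratio of 0.20 in the mESC inputs, relative to the median of the autosomes, and 0.03 in the PILEC inputs.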

To examine menin-dependent H3K4me3, we used ChIP-Seq to perform genome-wide mapping of regions enriched for H3K4me3 in wt and menin-null mESCs and PILECs. To ensure that the data we generated is of high quality, we compared our H3K4me3 data from wt mESCs with a previously published H3K4me3 data from the same cell type [22], and found that they were highly similar in specificity and sensitivity (**Figure** **S1A**). H3K4me3 marks were highly enriched within the genic regions of the genome. In particular, H3K4me3 marks were specifically observed at proximal promoter regions near transcriptional start sites (TSSs) (**Figure** **S1B**).

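Of the H3K4me3 tags, 64.4% in wt mESCs (95% binomial interval, Clopper-Pearson, 64.3 to 64.4), 69.2% in menin-null mESCs (69.2 to 69.2), 63.5% in wt PILECs (63.5 to 63.5) and 62.8% in menin-null PILECs (62.8 to 62.8) lay within annotated genes. The shares in the input were 50.5%, 50.0%, 45.8% and 45.7%, in the same order. Annotated genes cover 39.4% of the genome.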

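Within 1 kb of an annotated TSS, which takes in 3.23% of the genome, lay 43.5% of the H3K4me3 tags in wt mESCs (95% interval 43.5 to 43.6), 51.4% in menin-null mESCs (51.3 to 51.4), 42.7% in wt PILECs (42.7 to 42.7) and 40.1% in menin-null PILECs (40.0 to 40.1). The matching input shares were 7.50%, 6.97%, 4.65% and 4.78%. The share of H3K4me3 tags was thus 5.80 times that of the input in wt mESCs, 7.37 times in menin-null mESCs, 9.18 times in wt PILECs and 8.39 times in menin-null PILECs. A distance of 2 kb moved the shares most, to 48.1%, 56.2%, 48.1% and 45.1% of the H3K4me3 tags.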

**Figure 6:**
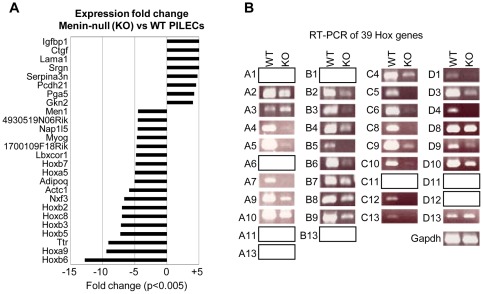
Menin-dependent regulation of *Hox* genes in PILECs. (A) Expression fold changes of genes that showed at least 4-fold change (p-value <0.005) in menin-null (KO) PILECs vs wild-type (WT) PILECs in microarray analysis. (B) RT-PCR analysis measuring mRNA levels of 39 *Hox* genes from the 4 *Hox* clusters (*HoxA*, *HoxB*, *HoxC* and *HoxD*) using RNA from wild-type (WT) or menin-null (KO) mESC-derived PILECs. Gapdh served as an internal control for RT-PCR using a 1∶10 dilution of the oligo-dT primed first strand cDNA template. Blank boxes represent *Hox* genes whose expression was undetectable in the WT or KO cells.

To determine the link between menin-dependent H3K4me3 and transcription, we used microarrays to profile global gene expression in wt and menin-null mESCs and PILECs. Seventy one and 167 genes were at least 2-fold differentially expressed (p-value < 0.005) in menin-null mESCs and menin-null PILECs, respectively (**Figure** **S2**, and **Tables** **S1** and **S2**). 

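Table S1 lists 60 genes with at least 2-fold lower expression in menin-null mESCs, and the mm9 annotation placed 52 of them. H3K4me3 tags within 1 kb of the TSS were counted in both genotypes, and 1 tag was added to each count before the log2 ratio of menin-null over wt mESCs was taken. The median over the 52 genes was -0.53 (95% bootstrap interval -0.63 to -0.18), and 39 of the genes had a ratio below 0 after this addition. Random lists of as many genes with like H3K4me3 levels, 10000 in number, had a median of 0.05, and each lay above the listed genes. The median of all 26048 genes was 0.10. The counts of 11 listed genes gave an interval below 0, and those of 5 gave an interval above 0. A gene with no tag in either library, of which the list has 3, takes the value -0.53 from the added tag alone. Over the 40 genes with at least 10 tags the median was -0.36, beside 0.11 for random lists. The mean over the 52 genes was 15.0 RPM in menin-null mESCs and 16.7 in wt mESCs, a ratio of 0.897. In the segments of chromosome 12 with fewer input tags in menin-null mESCs lie 10 of the 52 genes, and 42 genes without them had a median of -0.30. Division of each ratio by that of the input within 5 kb moved the median most, to -0.17. For the 10 genes placed of 11 with higher expression, 3 of which lie on chromosome 8, the median was 0.57 (95% bootstrap interval 0.12 to 1.03), beside 0.24 for matched random lists.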

Examination of H3K4me3 levels at genes that were at least 2-fold upregulated or 2-fold downregulated in menin-null mESCs compared to wt mESCs revealed that expression changes in menin-null vs wt mESCs cells did not accompany changes in H3K4me3 levels (**Figure** **2A**). However, we found that genes that were at least 2-fold downregulated in menin-null PILECs underwent significant reduction in H3K4me3 levels (**Figure** **2B**). These data suggested a direct role for menin-dependent H3K4me3 in the regulation of genes in PILECs, and a rather limited and indirect role in mESCs.

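The 116 entries of Table S2 with at least 2-fold lower expression in menin-null PILECs gave 108 distinct genes with a place in the annotation, and 92 of them had lower H3K4me3 RPM within 1 kb of the TSS in menin-null PILECs than in wt PILECs. Their median log2 ratio was -0.60 (95% bootstrap interval -0.85 to -0.47), and that of matched random lists was -0.12. All 10000 random lists lay above the listed genes. The interval lay below 0 for 69 of the 108 genes and above 0 for none. The mean was 8.12 RPM in menin-null PILECs and 12.0 in wt PILECs. Without the Hox genes, the median over the remaining 92 genes was -0.52. At the 49 genes placed with higher expression, the median was 0.14 (95% bootstrap interval -0.01 to 0.33), beside -0.10 for random lists. All 10000 random lists lay at or below these genes, although the interval includes 0. Their median moved most, to 0.35, with tags within 2 kb of the TSS.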

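Across 95% of random lists matched on H3K4me3, the median log2 ratio lay between -0.13 and 0.21 for genes down in menin-null mESCs and between -0.21 and -0.04 for genes down in menin-null PILECs. Whether the shift of the lists differs between the stages was not tested. From the average tag density at these genes (Figure 2), the paper proposes that menin-dependent H3K4me3 acts directly on genes in PILECs and has a limited, indirect role in mESCs.

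**Figure D1:**
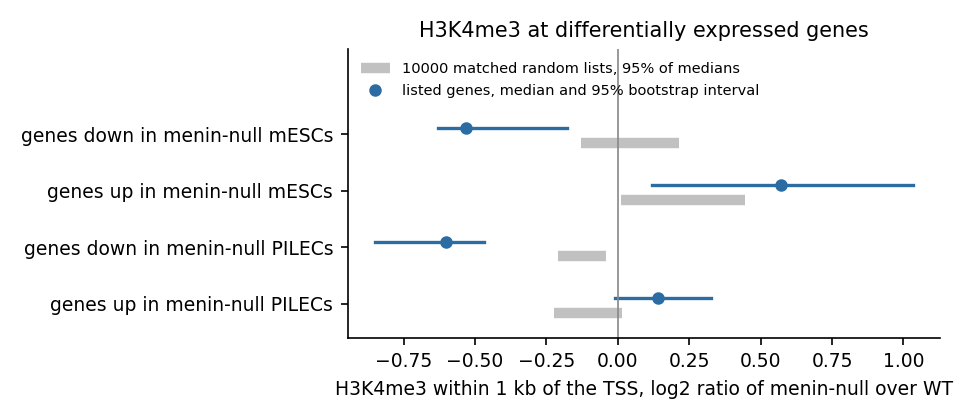
Median log2 ratio of H3K4me3 RPM within 1 kb of the TSS, menin-null over wt cells, for genes with lower or higher expression in menin-null mESCs (Table S1) or PILECs (Table S2). Points are medians with 95% bootstrap intervals, grey bars span 95% of the medians of 10000 matched random lists. The genes down in expression lie at -0.53 in mESCs and at -0.60 in PILECs.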

**Figure 7:**
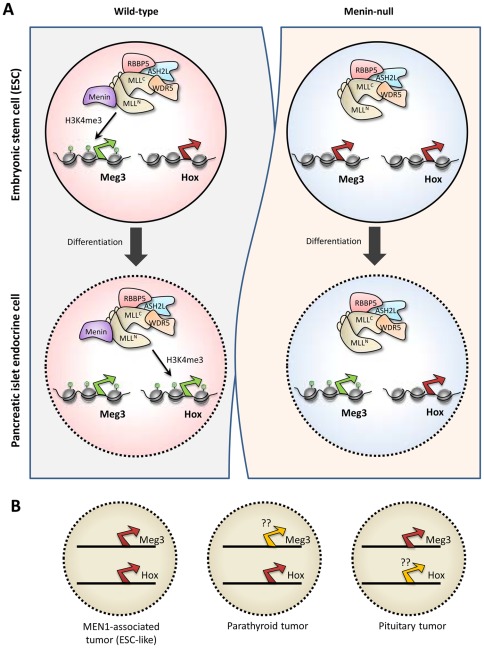
Proposed model for menin-dependent H3K4me3-mediated regulation of gene expression. (A) Left and right panels show gene expression status of genes regulated by menin-dependent H3K4me3 as the wild-type and menin-null embryonic stem cells (ESCs), respectively, differentiate into pancreatic islet-like endocrine cells. H3K4me3 marks along the chromatin is shown using filled green circles. Transcription start sites of *Meg3* and *Hox* genes are marked using a green (expressed) or a red (silent) arrow. Menin positively regulates Meg3 expression in ESCs, but not in islet cells. The loss of menin results in the loss of Meg3 expression in ESCs, but not in islet cells. In contrast, menin positively regulates the expression of Hox genes in islet cells, but not in ESCs. *Hox* genes are silenced in menin-null islet. (B) The gene expression status of *MEG3* and *HOX* genes in MEN1-like tumors types (left), parathyroid tumors (middle), and pituitary tumors (right) as previously reported [16], .

### Menin-null mESCs exhibit loss of H3K4me3 at the *Meg3* promoter

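Regions enriched for H3K4me3 in mESCs were taken from the tags of both genotypes pooled, as runs of 200-bp windows with at least 7 tags (Poisson p of at most 1e-05 against the mean window), joined over gaps of up to 400 bp, at least 1000 bp long and with at least 2 times the tag density of the pooled inputs. This gave 10330 regions with a median of 223 tags. Across these regions the log2 RPM of wt and menin-null mESCs had a Pearson correlation of 0.94, a value across regions, which are not independent replicates. The log2 ratio of menin-null over wt mESCs had a median of 0.26 and lay within 2-fold in 99.1% of the regions. The regions held 46.9% of the tags in menin-null mESCs and 38.5% in wt mESCs, so that scaling by the tags in enriched regions moved each ratio by -0.29.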

Since the genome-wide H3K4me3 profiles were largely similar between wt and menin-null mESCs (**Figure** **2A**), we systematically began identifying regions with differential H3K4me3. Only a handful of genomic regions showed quantitative loss of H3K4me3 in menin-null mESCs (**Table** **S3**), suggesting that the role of menin-dependent H3K4me3 in mESCs is limited and specific. 

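A region was called lost or gained where its RPM changed 2-fold or more, with 1 tag added to each count, and the exact conditional binomial test of the counts had a Benjamini-Hochberg adjusted p of at most 0.05 over the 10330 regions. In menin-null mESCs 11 regions were lost and 69 gained. On simulated libraries with these totals, 197 of 200 regions changed 3-fold were found, and 96 of 200 changed 2-fold. A change of 2-fold lies at the cutoff itself, so the latter count follows from the rule and does not measure sensitivity at this depth. Scaling by the tags in enriched regions gave 38 lost and 5 gained regions, and division by the input ratio gave 67 lost and 621 gained. The input within 5 kb holds few mESC tags, such as 26 and 36 at Mest in menin-null and wt mESCs. The test takes the input ratio as exact, so this division can add calls in both directions. The region with the largest fold down, on chromosome 12 from 110779201 to 110781200, covers the Meg3 start. An intergenic region with no gene, 12411 bp upstream of Meg3, followed, with 5 tags in menin-null mESCs and 38 in wt mESCs from 110765801 to 110766800 (log2 ratio -3.46, 95% interval -5.16 to -2.11, adjusted p = 6.7e-08 in the exact test). Among the called regions, after the Mest promoter came the promoters of Kif21b, with a log2 ratio of -1.53 (-2.72 to -0.43), and of Acyp1, with -1.39 (-2.37 to -0.46). This order leaves out other stretches with lower ratios than these 2 promoters. Within 1 kb of the Plagl1 TSS the log2 ratio was -2.90 (6 and 31 tags in menin-null and wt mESCs). The Table S3 regions in an exon of Prdm1 and at Hsp90aa1 had -2.67 (5 and 22 tags) and -2.07 (11 and 32 tags). The regions at Meg3, upstream of it and at Acyp1 lie in the segments of chromosome 12 with fewer input tags, as do 6 of the 11 lost regions. The largest fold up was at an intergenic region of chromosome 4 from 138262401 to 138263400, with 77 tags in menin-null mESCs and 9 in wt mESCs (log2 ratio 2.56, 95% interval 1.57 to 3.75, adjusted p = 1.9e-07 in the exact test). Regions within Sigirr (2.24), at the promoter of 1700018B08Rik on chromosome 8 (2.10), within Setd1b (1.85) and at the promoter of Slc22a7 (1.84) followed. From the few regions that lost H3K4me3 (Table S3), the paper proposes that menin-dependent H3K4me3 has a limited and specific role in mESCs.

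**Figure D2:**
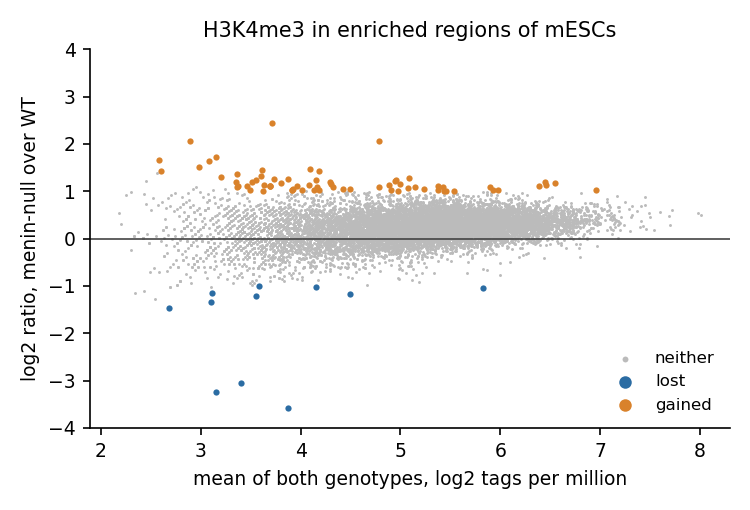
Log2 ratio of H3K4me3 RPM, menin-null over wt mESCs with 1 tag added to each count, against the log2 of the mean RPM of both genotypes, for 10330 enriched regions. Blue points are the 11 regions called lost and orange points the 69 called gained. The Meg3 promoter, the region upstream of it and the Mest promoter are the 3 points below -3.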

Since a vast majority of these regions were intergenic, we focused on those that were near genes. 

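By the annotated genes, 8 of the 12 regions that Table S3 lists as lost in menin-null mESCs overlap a stretch within 1 kb of a TSS, 1 overlaps an exon, 2 lie in an intron and 1 lies between genes. The table gives no gene name for 6 of the 12. Of the 11 regions called lost here, 9 lie within 1 kb of a TSS and 2 between genes. Among all enriched regions of mESCs, 90.4% lie within 1 kb of a TSS and 5.43% between genes.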

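The Meg3 promoter region of Table S3 spans 1600 bp of chromosome 12, from 110779201 to 110780800, and begins 10 bp before the annotated Meg3 start. It held 6 H3K4me3 tags in menin-null mESCs, or 1.71 RPM (95% interval 0.626 to 3.71), and 56 tags in wt mESCs, or 23.0 RPM (17.4 to 29.9). The log2 ratio was -3.75 (-5.26 to -2.54). At the Mest promoter, on chromosome 6 from 30688001 to 30689000, there were 7 tags in menin-null mESCs, 1.99 RPM (0.80 to 4.10), and 45 tags in wt mESCs, 18.5 RPM (13.5 to 24.8), a log2 ratio of -3.22 (-4.61 to -2.06). The input held 0.534 RPM at Meg3 in menin-null mESCs and 0.706 in wt mESCs. At Mest it held 1.07 and 1.41 RPM. Both ratios lay below 0 in each alternative tried, and division by the input ratio within 5 kb moved that of Meg3 most, to -2.71. That input ratio rests on 11 tags in menin-null and 27 in wt mESCs. The Meg3 promoter lies in the segment of chromosome 12 with fewer input tags in menin-null mESCs.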

Among the most significant differentially H3K4 trimethylated regions between wt and menin-null mESCs were the promoters of imprinted *Meg3* and *Mest* (mesoderm specific transcript) genes that experienced complete loss of H3K4me3 in menin-null mESCs compared to wt mESCs (**Figure** **3A**). Interestingly, no obvious change in H3K4me3 levels at the *Meg3* or *Mest* promoters in menin-null PILECs compared to wt PILECs was observed (**Figure** **3A**). 

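In PILECs the Meg3 promoter held 628 tags in menin-null cells, 35.5 RPM, and 711 tags in wt cells, 37.9 RPM. Their log2 ratio was -0.09 (95% interval -0.25 to 0.06). The Mest promoter held 483 tags, 27.3 RPM, in menin-null PILECs and 512 tags, 27.3 RPM, in wt PILECs, with a log2 ratio of 0.00 (-0.18 to 0.18). At both promoters a difference was not detectable at this depth. The region 12.2 kb upstream of Meg3 that Table S3 also lists held 6 tags in menin-null PILECs and 34 tags in wt PILECs, a log2 ratio of -2.42 (-3.96 to -1.15).

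**Figure D3:**
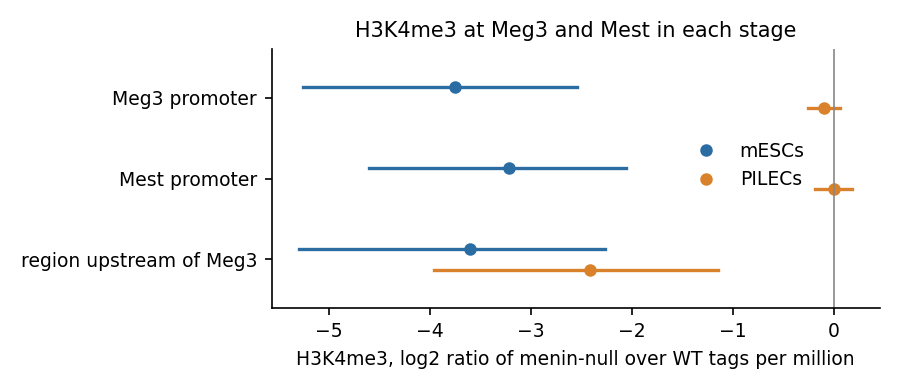
Log2 ratio of H3K4me3 RPM, menin-null over wt cells, with 95% counting intervals, at the Meg3 promoter, the Mest promoter and the region upstream of Meg3 in mESCs and PILECs. In mESCs the 3 regions lie at -3.75, -3.22 and -3.60, and in PILECs at -0.09, 0.00 and -2.42.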

ChIP-PCR assay confirmed the loss of H3K4me3 at the *Meg3* promoter in menin-null mESCs but not in menin-null PILECs (**Figure** **3B**). These data suggested a mESC specific role for menin in regulation of *Meg3* and *Mest*.

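The input was counted over a wider stretch because the promoters alone held few input tags. Within 50 kb of the Meg3 promoter it had 113 tags in menin-null mESCs and 335 in wt mESCs, a log2 ratio of -1.39 (95% interval -1.71 to -1.07), and 850 and 930 tags in menin-null and wt PILECs, a log2 ratio of -0.06 (-0.20 to 0.08). Within 50 kb of the Mest promoter the log2 ratio of the input was -0.32 (-0.67 to 0.04) in mESCs and 0.05 (-0.11 to 0.21) in PILECs. From the loss of H3K4me3 in mESCs and its presence in PILECs (Figure 3), the paper proposes that menin regulates Meg3 and Mest specifically in mESCs.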

### Menin regulates genes within the *Dlk1*-*Meg3* locus in mESCs but not in PILECs

To determine the connection, if any, between the loss of menin-dependent H3K4me3 and transcription, we examined the microarray gene expression data in wt and menin-null mESCs. Since H3K4me3 is generally associated with active and poised gene promoters [22], [23], we hypothesized that the loss of H3K4me3 at the *Meg3* and *Mest* promoters in menin-null mESCs accompanies loss of Meg3 and Mest expression. Examining the list of genes differentially expressed between wt and menin-null mESCs confirmed that this was indeed the case (**Table** **S1**). Meg3 and Mest were expressed 14-fold and 6-fold less (p<0.005) in menin-null mESCs compared to wt mESCs.

Microarray analysis revealed few other genes that had reduced expression in menin-null mESCs but showed no changes in their H3K4me3 levels compared to wt mESCs (**Table** **S1** and **S3**). Among them were five transcripts encoded from genes within the ∼300 Kb *Dlk1-Meg3* locus (1110006E14Rik, Rian, B830012L14Rik, and Mirg) that had ∼4–13 fold reduced expression in menin-null mESCs compared to wt mESCs (**Figure** **4A**). These transcripts along with Meg3, Dlk1, Rtl1, and Dio3 are known to be coordinately regulated and controlled by the Meg3-DMR (differentially methylated region) [24] that overlaps with the *Meg3* promoter region where H3K4me3 was lost in the menin-null mESCs (**Figure** **4B**). 

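Among the placed genes of Table S1 with lower expression, the exact interval of the H3K4me3 ratio at the TSS included 0 for 33, at which a difference between the mESC libraries was not detectable at this depth.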

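Few tags fell at the starts of the noncoding transcripts of this locus in mESCs. Within 1 kb of the TSS, Rian (chromosome 12, 110842155) had 3 tags in menin-null mESCs and 6 in wt mESCs, a log2 ratio of -1.53 (95% interval -4.16 to 0.70). Mirg (TSS at 110973191) had none in menin-null mESCs and 2 in wt mESCs, both at or under the limit of 3 tags. At these counts a difference was not detectable. Both genes lie in the segment of chromosome 12 with fewer input tags in menin-null mESCs.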

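The segment of chromosome 12 from 107.4 to 112.8 Mb, which contains the whole Dlk1-Meg3 locus, held 6500 input tags in menin-null mESCs and 14232 in wt mESCs, so that menin-null mESCs had 51.8% of the input RPM of wt mESCs. The segment from 85.8 to 87.6 Mb held 2191 and 4649 input tags. H3K4me3 within 1 kb of the Dlk1 TSS (110691665) had 20 tags in menin-null mESCs and 26 in wt mESCs, a log2 ratio of -0.91 (95% interval -1.83 to -0.01). At the Dio3 TSS (111517278) there were 38 and 45 tags, a log2 ratio of -0.78 (-1.44 to -0.12). No tag fell within 1 kb of the Rtl1 TSS (110838540) in either library. Over the genes of the segment with at least 10 tags, 41 in number, the median log2 ratio of H3K4me3 at the TSS was -0.70 in mESCs.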

RT-PCR assay confirmed the reduced expression of Meg3, Dlk1, Rtl1, Dio3 in menin-null mESCs (**Figure** **4C**). Unlike menin-null mESCs, the differentiated PILECs derived from menin-null mESCs showed no significant differences in the expression of genes within the imprinted *Dlk1-Meg3* locus nor promoter-bound H3K4me3 levels at the *Meg3* promoter overlapping Meg3-DMR (**Figure** **3A** and **4C**). Therefore, we concluded that the positive regulation of genes within the *Dlk1-Meg3* is menin-dependent only in mESCs but not in the differentiated PILECs.

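In PILECs the log2 ratio of H3K4me3 within 1 kb of the TSS was -0.51 at Dlk1 (95% interval -1.15 to 0.11), 0.35 at Rtl1 (-0.99 to 1.72), -0.50 at Rian (-1.81 to 0.75), -0.21 at Mirg (-1.39 to 0.94) and -0.23 at Dio3 (-0.68 to 0.22), on 10 to 97 tags per library. Each interval included 0. The segment around the locus held 41094 input tags in menin-null PILECs and 49314 in wt PILECs, a log2 ratio of -0.19 (-0.21 to -0.17). From the expression of these genes and the H3K4me3 at the Meg3 promoter in PILECs (Figures 3A and 4C), the paper concludes that the locus depends on menin only in mESCs.

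**Figure D4:**
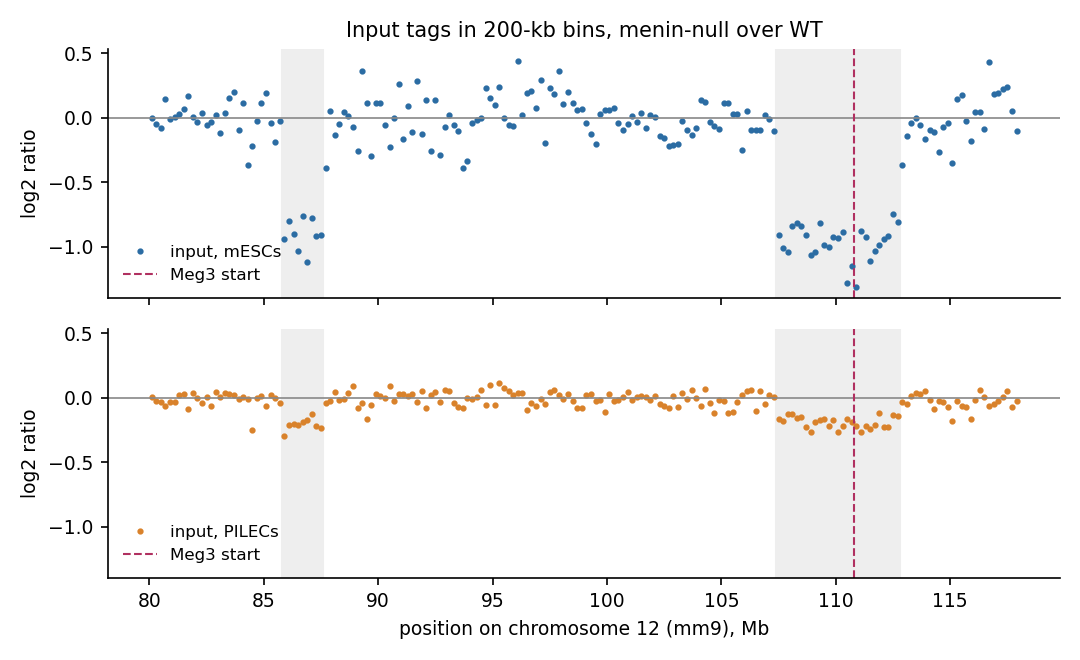
Log2 ratio of input RPM, menin-null over wt, in bins of 200 kb along part of chromosome 12 (mm9), in mESCs (top) and PILECs (bottom), with the segments of lower input shaded and the Meg3 start as a dashed line. The shaded segments lie at -0.90 and -0.95 in mESCs and at -0.21 and -0.19 in PILECs.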

### Menin-null PILECs have reduced H3K4me3 at the *Hox* loci and reduced expression of *Hox* genes

Lack of menin did not affect the ability of mESCs to differentiate into the islet endocrine lineage *in vitro*. However, given that the loss of menin is known to lead to pancreatic neuroendocrine tumors [2], [3], we sought to determine the effect of menin loss in differentiated PILECs. Genome-wide mapping and analyses of H3K4me3 profiles in PILECs derived from wt and menin-null mESCs revealed that among the most significant differentially H3K4 trimethylated regions were the loci containing the four *Hox* clusters (**Figure** **5** and **Table** **S4**). 

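In PILECs the same steps, with at least 14 tags per 200-bp window, gave 12945 enriched regions, of which 146 were lost and 30 gained in menin-null PILECs. Of the 20 lost regions with the largest fold, 17 overlap a Hox locus, and 23 of all lost regions do. A fold of 3 or more left 39 lost and 5 gained, and a minimum length of 600 bp gave 308 lost and 70 gained, with 19 of the 20 then at a Hox locus. The 5 largest losses all lie at Hox loci. In HoxA, the region from 52126201 to 52128200 on chromosome 6, at the start of 5730596B20Rik, had 10 tags in menin-null PILECs and 141 in wt PILECs, a log2 ratio of -3.73 (95% interval -4.82 to -2.81, adjusted p = 2.2e-26 in the exact test). The other 4 lie in HoxB on chromosome 11. They cover promoters of Hoxb3, of Hoxb6 and Hoxb5, of Hoxb2 with Hoxb3os, and of 0610040B09Rik, with log2 ratios of -3.51, -3.25, -3.24 and -3.27. The largest gain, in an exon of Aox4 on chromosome 1, had 62 tags in menin-null PILECs and 8 in wt PILECs, a log2 ratio of 3.04 (1.97 to 4.31). The other 4 had log2 ratios of 2.06 at the intergenic region of chromosome 4 also gained in menin-null mESCs, 1.75 near Zfp628, 1.78 at 1700018B08Rik and 1.72 at an intergenic region of chromosome 12 near 19294001.

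**Figure D5:**
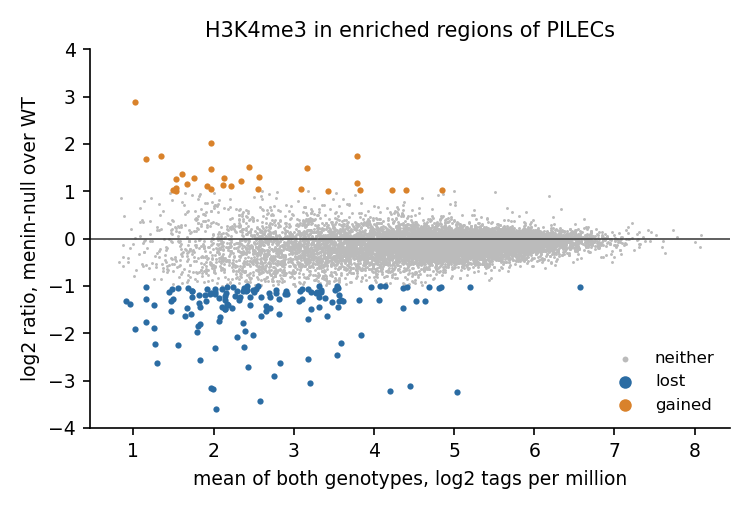
Log2 ratio of H3K4me3 RPM, menin-null over wt PILECs with 1 tag added to each count, against the log2 of the mean RPM of both genotypes, for 12945 enriched regions. Blue points are the 146 regions called lost and orange points the 30 called gained. The lowest point lies at -3.60, in HoxA.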

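The windows of Figure 5 were taken as the loci, 108 kb long for HoxA, 185 kb for HoxB, 130 kb for HoxC and 103 kb for HoxD. The 11 annotated genes of HoxA lie between 52105366 and 52210874 on chromosome 6, and the 10 of HoxB between 96055630 and 96229570 on chromosome 11. The 9 genes of HoxC lie between 102751534 and 102867274 on chromosome 15, and the 9 of HoxD between 74506367 and 74603200 on chromosome 2. Table S4 lists 9 regions in HoxA, 15 in HoxB, 8 in HoxC and 3 in HoxD.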

The *Hox* clusters, each containing 9 to 11 genes, are located on chromosomes 6, 11, 15, and 2 in the mouse genome. The 39 *HOX* genes are a highly conserved family of transcription factors essential for body axis patterning, development and differentiation. Although *HOX* genes are essential during embryogenesis, their regulation and target genes are not well defined. *HOX* genes are epigenetically silenced in undifferentiated ESCs, and their activation is associated with differentiation. *Hox* genes in mESCs are known to be marked by bivalent histone modifications of active H3K4me3 and repressive H3K27me3 [22]: H3K27me3 keeps these genes silenced in mESCs, while the H3K4me3 keeps them poised for future activation. 

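In mESCs the HoxA locus held 194 H3K4me3 RPM in menin-null and 181 in wt cells, against 77.4 and 85.0 RPM in the input. The HoxB locus held 157 and 165 (input 124 and 129), HoxC 139 and 143 (input 77.4 and 82.2) and HoxD 147 and 147 (input 82.3 and 77.4). The log2 ratios of menin-null over wt mESCs were 0.10 (95% interval -0.07 to 0.28), -0.07 (-0.26 to 0.12), -0.04 (-0.24 to 0.17) and 0.00 (-0.20 to 0.20), in that order, so a difference was not detectable at this depth. The largest move was at HoxD, to 0.65 with counts over the Table S4 regions alone. Scaling by the tags in enriched regions gave -0.19, -0.36, -0.32 and -0.28, and scaling by the tags outside them gave 0.31, 0.14, 0.18 and 0.22, so the sign at each locus depends on the scaling.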

We observed low levels of H3K4me3 at the *Hox* loci in both wt and menin-null mESCs (**Figure** **5**). Upon differentiation into PILECs, all four *Hox* loci in wt cells exhibited a significant increase in H3K4me3 levels, whereas such increase was not evident in differentiated menin-null cells. 

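Between wt PILECs and wt mESCs, the H3K4me3 RPM over the whole locus had a log2 ratio of 1.07 at HoxB (95% interval 0.92 to 1.22). It was -0.07 at HoxA (-0.22 to 0.07), -0.07 at HoxC (-0.23 to 0.10) and -0.44 at HoxD (-0.60 to -0.27). The signs at HoxA, HoxC and HoxD depend on the processing. Over the Table S4 regions alone the ratios were 0.75 at HoxA, 1.77 at HoxB, 2.05 at HoxC and 0.70 at HoxD, and divided by the input ratio they were 0.59, 1.24, 0.42 and 0.31. The choice of the Table S4 regions, most of which are lower in menin-null than in wt PILECs, favours high counts in wt PILECs. After subtraction of scaled input tags, an alternative chosen after seeing the data, they were 0.17, 1.75, 0.19 and -0.24. Between menin-null PILECs and menin-null mESCs the log2 ratios were -1.52 (-1.66 to -1.38) at HoxA, -0.89 (-1.03 to -0.75) at HoxB, -1.17 (-1.32 to -1.01) at HoxC and -1.63 (-1.79 to -1.47) at HoxD. In PILECs, menin-null over wt, they were -1.34 (-1.44 to -1.25), -2.04 (-2.12 to -1.95), -1.14 (-1.24 to -1.03) and -1.19 (-1.31 to -1.07). Menin-null PILECs held 67.6, 84.4, 61.8 and 47.5 H3K4me3 RPM at HoxA, HoxB, HoxC and HoxD. Their input held 50.7, 106, 56.8 and 49.8 RPM. Wt PILECs held 172, 346, 136 and 108 RPM, beside 51.3, 114, 58.7 and 46.2 in the input. The menin-null counts thus lay near the input level, and background tags limit how low the ratios can go.

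**Figure D6:**
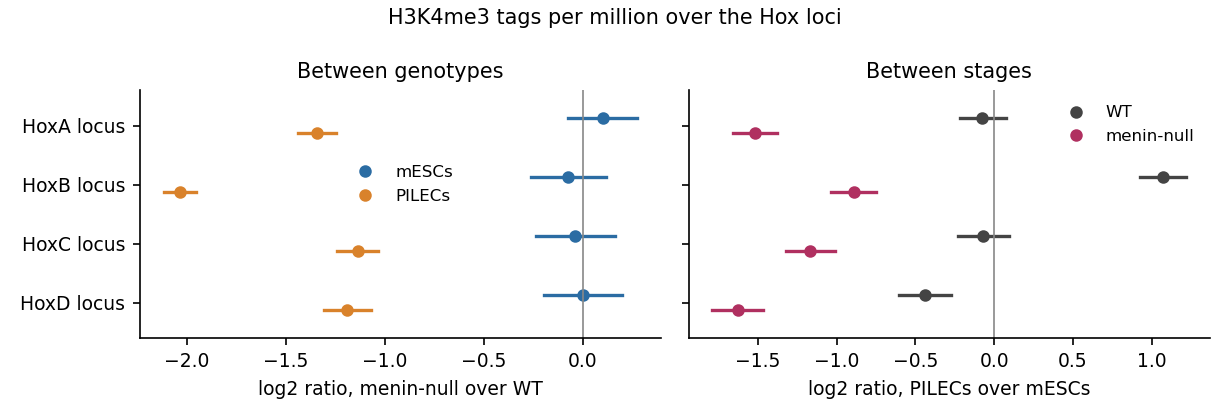
Log2 ratios of H3K4me3 RPM over the 4 Hox loci with 95% counting intervals, at left menin-null over wt cells in each stage and at right PILECs over mESCs in each genotype. In PILECs all loci lie between -1.14 and -2.04, and in mESCs between -0.07 and 0.10. The signs in the right panel for wt cells change at HoxA, HoxC and HoxD when input is divided out or the Table S4 regions alone are used.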

Interestingly, the increase in H3K4me3 at the *Hox* loci in wt PILECs was in the form of broader H3K4me3 footprints extending well past the proximal promoter regions and into the gene bodies (**Figure** **5**). Given that it was previously shown using ChIP-chip that menin colocalizes with H3K4me3 at the *Hox* loci [25], we concluded that the broad H3K4me3 footprints in wt PILECs were clearly menin-dependent.

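The length in enriched 200-bp windows, called in each library alone over the 4 loci, was 15400 bp in wt mESCs, 18400 bp in menin-null mESCs, 80200 bp in wt PILECs and 10400 bp in menin-null PILECs. These lengths grow with depth. With the 4 libraries thinned to the smallest total they were 15400, 15600, 13400 and 1600 bp, in the same order. More than 1 kb from any TSS, which is 66.1% of the sequence of the loci, lay 33.3% of the tags of the loci in wt mESCs (95% interval 31.0 to 35.7), 30.6% in menin-null mESCs (28.7 to 32.6), 48.3% in wt PILECs (47.4 to 49.1) and 48.1% in menin-null PILECs (46.6 to 49.5). These were 212, 195, 368 and 126 RPM, and within 1 kb of a TSS there were 423, 442, 394 and 136 RPM. Menin-null PILECs held H3K4me3 RPM near those of their input over the loci, so background tags enter their share. The share of input tags was not counted, so the like shares in PILECs do not show an equally broad footprint. With an earlier report of menin at the Hox loci, the paper concludes that the broad footprints in wt PILECs depend on menin.

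**Figure D7:**
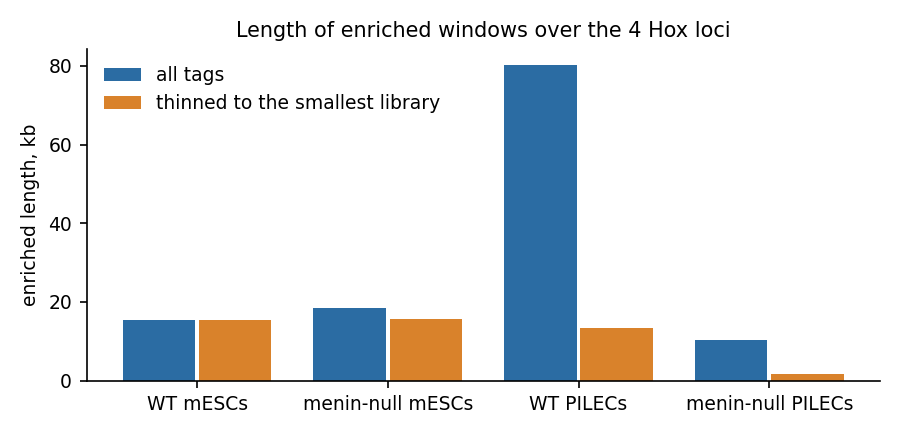
Length in kb of 200-bp windows enriched for H3K4me3 over the 4 Hox loci in each library, with all tags and with each library thinned to the smallest total. With all tags wt PILECs reach 80200 bp, and at equal depth 13400 bp beside 15400 bp in wt mESCs and 1600 bp in menin-null PILECs.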

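Table S2 lists 16 Hox genes. Within 1 kb of the TSS, 15 of them had fewer H3K4me3 tags in menin-null than in wt PILECs with an interval below 0, and the median log2 ratio over all 16, with 1 tag added, was -2.25. Hoxb6, for which Table S2 gives the largest expression change among them, had 34 tags in menin-null PILECs and 218 in wt PILECs (log2 ratio -2.59, 95% interval -3.16 to -2.07). The lowest ratio was at Hoxa3, with 18 and 190 tags (-3.31, -4.10 to -2.61). At Hoxc4 there were 112 and 114 tags and a log2 ratio of 0.06 (-0.33 to 0.45). The other Hox genes in the annotation, 23 in number, had a median of -0.48, and 20 of them were lower in menin-null PILECs. Across the 16 genes, which are not independent replicates, the Spearman correlation of the paper's expression change with the H3K4me3 ratio was 0.26 (95% bootstrap interval -0.31 to 0.74), and 0.51 with tags within 2 kb.

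**Figure D8:**
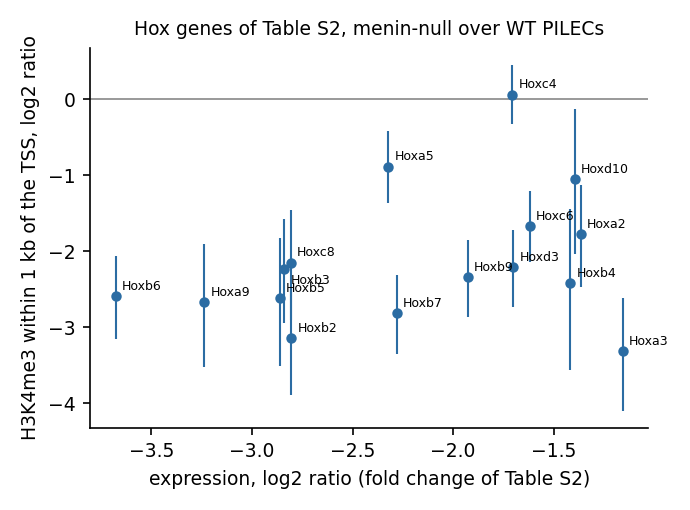
H3K4me3 within 1 kb of the TSS, as log2 ratio of menin-null over wt PILECs with 95% counting intervals, against the log2 expression change that Table S2 gives, for 16 Hox genes. The points lie between -3.31 (Hoxa3) and 0.06 (Hoxc4) on the H3K4me3 axis.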

Gene expression microarray analysis revealed that the muted levels of H3K4me3 at *Hox* loci in menin-null PILECs were associated with significant and proportional reduction in the expression of many *Hox* genes compared to wt PILECs (**Figure** **6A** and **Table** **S2**). RT-PCR assay confirmed the loss (or several-fold reduction) of expression for many *Hox* genes (**Figure** **6B**). Together, these data indicated that menin is required for the expression of *Hox* genes in pancreatic islet cells, and that its role in the regulation of *Hox* genes is probably via its H3K4me3-associated activity as a member of MLL1/MLL2 containing MLL histone methyltransferase complex.

## Discussion

Using genomic data generated from ChIP-Seq and gene expression microarrays in wt and menin-null mESCs and mESC-derived pancreatic islet-like endocrine cells (PILECs), we found that menin loss results in a significant loss of H3K4me3 only at a limited number of loci in mESCs and PILECs, thus defining a specific role for menin in modulating gene expression at these loci (**Figure** **7A**). We identified the *Dlk1*-*Meg3* locus in mESCs, and the four *Hox* loci in PILECs to be regulated by menin in an H3K4me3-dependent manner. This is consistent with a previous ChIP-chip study in human islets that showed colocalization of menin with H3K4me3 at the *Hox* loci [25], and another ChIP-chip study that showed loss of H3K4me3 at the *Hox* clusters in menin-null mouse embryonic fibroblasts [26]. How menin gets recruited to the *MEG3* locus remains to be determined. The *MEG3* and *HOX* loci, identified in this study to be regulated by menin-dependent H3K4me3, assumes significance given that genes within these loci have been implicated in MEN1-like tumors types: silencing of *MEG3* in pituitary tumors and *HOX* genes in parathyroid tumors [16], [17] (**Figure** **7B**).

The *Dlk1-Meg3* region on mouse chromosome 12 (human chromosome 14q32) is an imprinted locus consisting of multiple maternally expressed noncoding RNA genes and paternally expressed protein-coding genes (**Figure** **4C**). *MEG3* encodes a noncoding RNA that acts as an imprinted tumor suppressor gene. Reduced *MEG3* expression and promoter DNA hypermethylation has been observed in various human tumor types: pituitary adenomas, neuroblastomas, pheochromocytomas, Wilms tumors, and other carcinomas [27]. Furthermore, most of the genes at the *DLK1-MEG3* locus are selectively silenced in clinically nonfunctioning pituitary adenomas, ACTH-secreting pituitary adenomas and PRL-secreting pituitary adenomas [16]. Somatic *MEN1* mutations are observed in 30% of the common sporadic counterparts (e.g., parathyroid adenoma, gastrinoma, insulinoma and bronchial carcinoid) of the endocrine tumor types seen in familial MEN1, except in sporadic pituitary tumors (only 1–5% with *MEN1* mutation) [28]. Identification of *Meg3* as a menin target gene provides insights into the role of menin-regulated genes as potential candidates for pituitary tumorigenesis. *Meg3* is essential for embryonic development indicated by the premature lethality of *Meg3* knockout mice; therefore, the role of *Meg3* in tumor development could not be assessed in mouse models [29], [30]. Early developmental factors are targets of mutation or aberrant expression in cancers whereby tumors acquire ESC-like self-renewal properties. Although *Meg3* silencing did not affect the viability or proliferation of menin-null mESCs, its silencing in mature differentiated cells *in vivo* upon menin loss or from other causes could contribute to tumorigenesis. Our data suggests that perhaps other menin-independent mechanisms, activated during the differentiation of mESCs into PILECs, induce the expression of transcripts from the *Dlk1-Meg3* locus, which would mean that the *Meg3* locus is essential for PILEC differentiation. Identification of such mechanisms could lead to a better understanding of *Meg3*'s role in early differentiation and in tumorigenesis.

*HOX* gene expression in mature adult cells is essential for the maintenance of cellular identity; for instance, in cells with high turnover such as in the proliferation and differentiation of blood cells. Abnormal *HOX* gene expression has been observed not only in acute leukemias but has also been associated with oncogenesis in breast, cervical, lung, ovarian, prostate, and thyroid cancers [31]. For MLL-mediated leukemogenesis, MLL fusion proteins cause constitutive *HOX* gene activation; without menin, specific *HOX* gene expression is reduced thus preventing leukemogenesis [32]. Quantitative RT-PCR analysis of the 39 *HOX* genes by an earlier study showed upregulation of 23 *HOX* genes among familial MEN1 parathyroid tumors with biallelic *MEN1* loss, and downregulation of 5 *HOX* genes among sporadic parathyroid tumors without *MEN1* loss [17]. This is consistent with observations in other tumor types (e.g., breast) where both up- and down-regulation of specific *HOX* genes was noted [31]. Therefore, although menin-dependent *Hox* gene expression is not essential for differentiation of mESCs into islet endocrine lineage *in vitro*, it could be causative for endocrine tumorigenesis in mature cells. However, the role of *HOX* downregulation in pancreatic endocrine tumors from menin loss or from other causes needs to be determined.

Further investigations analyzing the regulation of menin targets (*HOX* and *DLK1-MEG3* genes) during the initiation and progression of tumors found in MEN1 or MEN1-like sporadic endocrine tumors will be instrumental in correlating these events as biomarkers and/or causes of endocrine neoplasia.

Our investigation demonstrates the utility of mESCs differentiated *in vitro* into pancreatic islet-like endocrine cells for genome-wide analysis studies. Also, mESC-derived islet-like cells could be used to examine factors that might help restore H3K4me3 that is lost upon menin deficiency. Several labs are conducting improvements in differentiation protocols for hormone enriched pancreatic endocrine cells for replacement therapy in diabetes and other diseases [21]. Such protocols may help extend our analysis of the genome-wide menin-dependent histone modifications, and may facilitate the *in vitro* analyses of factors that could counteract menin deficiency. Available protocols for *in vitro* differentiation for specific tissues affected by tumors from menin loss such as adipocytes, parathyroids, and anterior pituitary [33], [34], [35] could be used for generating specialized cells for similar genome-wide studies. This will facilitate our understanding of menin-dependent molecular and cellular processes in development and those disrupted in neoplasia.

## Methods

### Antibodies

The following antibodies were used: rabbit anti-H3K4me3 (Upstate, 07–473), rabbit anti-menin (Bethyl, A300–105A), rabbit anti-NeuroD1 (Aviva, ARP32036_T100), rabbit anti-Oct3/4 (Santa Cruz, sc-9081), mouse anti-Tubulin (Calbiochem, CP06), normal rabbit IgG (Santa Cruz, sc-2027), HRP-conjugated rabbit and mouse secondary antibodies (Santa Cruz, sc-2054 and sc-2055).

### mESC culture

Wild-type mESCs (TC-1) and *Men1*-ko (menin-null) mESCs (3.2N) [14] were cultured on a feeder layer of IRR-STO irradiated primary MEFs (ATCC) in ESC maintenance medium containing Leukemia Inhibitory Factor (LIF). The mESCs were rendered feeder-free by several rounds of culturing for short periods of time (30 mins) on tissue culture treated dishes to get rid of the attached feeder layer cells, and the unattached mESCs were ultimately cultured on gelatin-coated dishes.

### Differentiation of mESCs into pancreatic islet-like endocrine cells (PILECs)

Wild-type mESCs and menin-null mESCs were differentiated into pancreatic islet-like endocrine cells (PILECs) [36] with the reagents and protocol, ‘In Vitro Differentiation of Mouse Embryonic Stem Cells into Insulin Secreting Pancreatic Islet-like Clusters’ provided by the manufacturer (STEMCELL Technologies). Briefly, mESCs were plated onto gelatinized dishes in ESC maintenance medium containing LIF for 2 days, followed by embryoid body (EB) formation in ultra-low adherent dishes as suspension culture in the same medium without LIF for 2 days. EBs were plated onto gelatinized dishes in serum-free ITS-A supplemented medium for 6 days. These pancreatic precursor cells were trypsinized and first expanded on gelatinized dishes in pancreatic proliferation medium (serum-free medium with N2 and B27 supplements, and FGF-β) for 6 days; then cells were induced to differentiate in the same dishes into pancreatic islet-like cells in the presence of nicotinamide (in serum-free medium with N2 and B27 supplements, but without FGF-β) for 6 days. Microscopy and photomicrography was performed with the Axio Observer.Z1 inverted microscope (Zeiss). Pancreatic precursor cells were also plated in gelatinized chamber slides for expansion and differentiation into pancreatic islet-like cells. These chamber slides were later used for assessing insulin by immunofluorescence. For chromatin lysate preparation used in ChIP and ChIP-Seq, differentiation was performed using EBs from 2×10^6^ mESCs in each 100 mm dish.

### RNA, gene expression microarray, and RT-PCR

Total RNA was isolated using Trizol (Invitrogen) and further purified using the RNeasy kit (Qiagen) from 2 independent cultures of wt or menin-null mESCs and 2 independent cultures of differentiated wt or menin-null PILECs. RNA quality was assessed on the Agilent Bioanalyzer. Each sample was processed and analyzed at the NIDDK microarray core facility using an Affymetrix microarray platform. Labeled RNA samples were hybridized to Affymetrix Genechip mouse genome 430, 2.0 array. Microarray data were normalized and analyzed using the Affymetrix Genechip software, Microarray Analysis Suite 5.0. For RT-PCR, DNase I (Ambion) treated RNA samples were reverse transcribed using oligo-dT and SuperScript III (Invitrogen), and the first strand cDNA was used for PCR in standard PCR reactions with Taq Gold (Applied Biosystems). PCR products were analyzed by agarose gel electrophoresis. The primers sequences are listed in **Table S5**.

### Western blot

Whole cell protein extract (WCE) from wt or menin-null mESCs, and wt or menin-null mESCs differentiated into PILECs was prepared in buffer containing 1X TBS, 0.1% Igepal, and protease inhibitors (Roche). Protein concentrations were determined with a detergent-compatible protein assay (Bio-Rad). Equal amount of proteins (50 µg) were separated by SDS-PAGE, electro-blotted onto nitrocellulose membranes, and detected with appropriate antibodies and ECL (Millipore).

### Immunofluorescence

mESCs differentiated into PILECs in gelatinized chamber slides were fixed in 4% paraformaldehyde, permeabilized with 0.5% Triton X-100, and stained with pro-insulin C-peptide mouse monoclonal antibody (Millipore, AB1342) and anti-mouse secondary antibody conjugated to Texas Red (Jackson ImmunoResearch Laboratories). Microscopy and photomicrography was performed with an epifluorescence microscope (Zeiss).

### Chromatin immunoprecipitation (ChIP) and ChIP-Seq

Cells in culture dishes were cross-linked with 1% formaldehyde, and processed for chromatin lysate preparation, and chromatin immunoprecipitation (ChIP) using the ChIP assay kit (Millipore). Chromatin lysate was sonicated with a Bioruptor system (Diagenode) to yield a DNA smear averaging 250 bp. Sonicated chromatin lysate from 2×10^6^ mESCs undifferentiated or differentiated was used for each ChIP with 5 µg antibody (H3K4me3, menin, JunD, IgG). About 20 ng of DNA was obtained from each H3K4me3 ChIP of chromatin from 2×10^6^ cells. ChIP DNA was used for ChIP-PCR assays or for preparation of ChIP-Seq libraries. ChIP-PCR was performed in standard reaction conditions with Taq Gold (Applied Biosystems), and the products were analyzed by agarose gel electrophoresis. The primers sequences are listed in Table S5. For ChIP-Seq libraries, 20 ng of input chromatin DNA or ChIP DNA was processed using the ChIP-Seq sample prep kit (Illumina). Gel purified ChIP-Seq library DNA was further purified by phenol-chloroform extraction and ethanol precipitation, and processed for cluster generation, 36 cycle sequencing, and sequence analysis using Illumina GAII.

### ChIP-Seq data analysis

Sequenced 36-bp reads were aligned to the mouse reference genome (mm9 assembly), and only those reads/tags that mapped to unique genomic locations with at most two mismatches were retained for further analysis. The mapped tags for each sample were converted to a browser extensible data (BED) file, detailing the genomic coordinate of each tag. Summary files, displaying the normalized number of tags in 200-bp windows, in BED format were used for viewing in the UCSC Genome Browser, and to generate screenshots. For generating tag density plots, data across samples were normalized by the total number of reads within each sample.

### Data availability

All the ChIP-Seq and Gene expression microarray data generated for this study were deposited in the NCBI GEO repository under the accession number GSE37776.

## Supporting Information

Figure S1 **Data quality of genome-wide H3K4me3 ChIP-Seq from mESCs.** (A) UCSC genome browser images of H3K4me3 profiles (top two tracks) at a randomly selected ∼600 Kb region on chromosome 17 in wild-type mESCs. The top track shows H3K4me3 data from a previously published report (17). The middle and bottom track shows the data (H3K4me3 and input, respectively) generated for this study. Genes within the locus are shown at the bottom. (B) Normalized average tag density across a gene unit (left) and 10 Kb surrounding the transcription start site (TSS) (right) is shown. All genes in the mouse genome were used to calculate the average tag density.
(TIF) Click here for additional data file.

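Averaged over all annotated genes in bins of 200 bp, the H3K4me3 tag density was highest 100 bp downstream of the TSS in mESCs of both genotypes and 300 bp downstream in PILECs. The highest density was 21.8 times that at 5 kb in wt mESCs, 25.1 times in menin-null mESCs, 20.5 times in wt PILECs and 20.2 times in menin-null PILECs. In the input the same ratios were 2.36, 2.10, 1.18 and 1.24.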

Figure S2 **Differentially expressed genes in menin-null cells.** Number of genes that were at least 2-fold differentially expressed (p<0.005) in menin-null vs wild-type (WT) mESCs and menin-null vs WT pancreatic islet-like endocrine cells (PILECs) are shown. Overlaps between the differentially expressed subsets are represented as venn diagrams.
(TIF) Click here for additional data file.

Table S1 Genes differentially expressed in menin-null vs wild-type mESCs.
(XLSX) Click here for additional data file.

Table S2 Genes differentially expressed in menin-null vs wild-type pancreatic islet-like endocrine cells.
(XLSX) Click here for additional data file.

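Table S3 gives a position, a fold change and in part a gene name for 12 regions lower and 54 regions higher in H3K4me3 in menin-null mESCs. Tags counted in these regions gave a log2 ratio of the same sign as the table for all 66 regions, and the Spearman correlation with the table's fold changes across regions was 0.93. The median log2 ratio was -1.35 over the lost and 1.25 over the gained regions. The regions hold a median of 79.5 tags and at least 19 in both libraries together. Of the 12 lost regions 4 overlap a region called lost here, and of the 54 gained regions 18 overlap a region called gained. Of the 12 lost regions 3 lie in the segments of chromosome 12 with fewer input tags in menin-null mESCs.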

Table S3 Genomic regions with differential H3K4me3 in menin-null vs wild-type mESCs.
(XLSX) Click here for additional data file.

Table S4 Genomic regions with differential H3K4me3 in menin-null vs wild-type pancreatic islet-like endocrine cells.

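Table S4 gives the same columns for 204 regions lower and 23 regions higher in H3K4me3 in menin-null PILECs. All 227 had a log2 ratio of the table's sign when tags were counted in them, with a Spearman correlation of 0.97 across regions and a median of 139 tags. The median log2 ratio was -1.43 over the lost and 1.39 over the gained regions. Of the 204 lost regions 67 overlap a region called lost here, and of the 23 gained regions 10 overlap a region called gained.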

(XLSX) Click here for additional data file.

Table S5 PCR Primers.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

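H3K4me3 ChIP-Seq and input libraries of wt and menin-null mESCs and of the PILECs derived from them, 1 library per condition and 8 in all, were analysed as deposited. The authors sequenced 36-bp reads on an Illumina GAII, aligned them to mm9, kept reads with a unique location and at most 2 mismatches, and wrote 1 line per tag with its position, so the values are unnormalized tag positions and a count is a number of tags. The alignment score that the authors deposited with each tag, a whole number from 4 to 119 that the methods do not name, was checked and was not used. Tags with more than 2 mismatches were present and were kept, and an alternative left them out. Tags at the same position and strand made up 11.4% of the H3K4me3 library of wt mESCs, 4.17% of that of menin-null mESCs, 11.5% of that of wt PILECs and 11.4% of that of menin-null PILECs, and were kept.

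Counts were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. Genes and starts came from an mm9 annotation with 26212 protein-coding, lincRNA and processed-transcript genes and 75434 distinct starts, and the start of a gene with several was the one with the most tags of both genotypes together. Totals of 2432377 to 18773635 tags in the H3K4me3 libraries set the precision. Promoters and loci were compared by the log2 ratio of RPM. Enriched regions, lost and gained regions, gene lists and their random lists, drawn within 20 bins of mean H3K4me3, were obtained as given beside the results. Bootstrap intervals used 2000 resamples of the genes. On simulated libraries with the totals of the data, no region of 10330 in mESCs or of 12945 in PILECs was called when none was changed. The simulated counts varied by Poisson counting error alone, so they do not show how often other differences between libraries give false calls. When 100 regions were raised and 100 lowered 3-fold, 197 of 200 were found with the mESC totals, with 1 false call, and 200 of 200 with the PILEC totals, with 0 false calls. At 2-fold 96 and 99 of 200 were found, since a change at the cutoff can pass or fail the fold rule at either depth. The intervals held the true ratio in 95.05% to 96.6% of 2000 regions. Of 20 unchanged lists of 52 genes 0 were called lower, and of 20 lists lowered by 0.5 all 20 were.

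The settings, the comparisons and the alternatives to each were chosen before the data were examined, apart from 4 alternatives chosen after seeing the data, namely tags with at most 2 mismatches, the 5' end of the gene as its start, subtraction of input tags and the list of genes down in mESCs without imprinted genes. The alternatives set in advance changed the duplicates, tag position, scaling, depth, use of the input, window threshold, minimum length, fold, use of the adjusted p, overlap, distance to the TSS, tags added and minimum tags. Genes and regions named were, by a rule written in advance, those that the paper names in its ChIP-Seq results, the targeted gene Men1, the Hox genes, and in each stage the 5 called regions with the largest fold down and the 5 with the largest fold up. Dio3, Airn, Plagl1, the segments of chromosome 12 and chromosome 8 were chosen after their values were seen, and the list of genes down also without Rian, Mirg and Rtl1 after the values of these genes were seen. Lists of marker genes for fibroblasts, muscle, caudal tissue, liver, islet and neural cells and of imprinted genes were written before their tests. The expression arrays, RT-PCR, ChIP-PCR and protein data of the paper were left out, and its expression changes were taken from Tables S1 and S2 as the paper's values.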

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

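The tests for lost copies of the Hox loci, for extra copies of the chromosome 12 segments in wt mESCs and for fewer copies of chromosome 8 in wt mESCs were chosen after the result was seen. With 1 library per condition, each test compares libraries, and each biological reading is a hypothesis formed on the same data.

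The change in H3K4me3 between genotypes differed between the stages at the Meg3 and Mest promoters. The log2 ratio of menin-null over wt cells in mESCs minus that in PILECs was -3.66 at Meg3 (exact conditional two-sided test of the 4 counts, p = 2.5e-14, Benjamini-Hochberg adjusted over 6 comparisons 3.0e-14) and -3.22 at Mest (exact p = 7.2e-11, adjusted 7.2e-11). Fewer tags in the mESC libraries are argued against, since 10000 draws of PILEC tags thinned to the mESC totals gave no log2 ratio below -0.85 at either promoter. Feeder fibroblasts left in the wt culture are argued against by the promoters of fibroblast genes, whose median in wt mESCs was 2.26 RPM beside 26.3 RPM within 1 kb of the Meg3 TSS. A loss over all listed imprinted promoters is argued against by 20 of 27 other imprinted promoters, whose intervals exclude a drop to 0.5 of the wt level. In mESCs 2 of the 27, Airn and Plagl1, singled out after their values were seen, had an interval of the log2 ratio below -1. A loss at some imprinted promoters therefore stays open. Lost copies of the Mest promoter are argued against by the input within 50 kb, with a log2 ratio of -0.32 (-0.67 to 0.04). At Meg3 lost copies cannot be told apart from a loss of the mark. The input within 50 kb had a log2 ratio of -1.39 (-1.71 to -1.07), which is smaller in size than the H3K4me3 change, but the mark could sit on 1 allele, and which allele was lost cannot be read from these counts. A role of menin at Mest limited to mESCs stays a hypothesis, and a difference between the cell lines in imprinting was not tested.

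The change at the Hox loci also differed between the stages. The log2 ratio in mESCs minus that in PILECs was 1.44 at HoxA (exact conditional test, p = 8.9e-48, adjusted 2.7e-47), 1.96 at HoxB (exact p = 5.3e-81, adjusted 3.2e-80), 1.10 at HoxC (exact p = 2.9e-22, adjusted 4.3e-22) and 1.19 at HoxD (exact p = 2.8e-25, adjusted 5.7e-25). Fewer mESC tags are argued against, since no draw of thinned PILEC tags gave a log2 ratio above -0.65 at any of the 4 loci. Lost copies of the loci are argued against by the input, whose lowest log2 ratio at a Hox locus in PILECs was -0.10 (-0.19 to -0.02). Fewer cells of a muscle or caudal type in the menin-null culture cannot be told apart from a loss of the mark. The median log2 ratio over 26 promoters of such genes was -0.042 (-0.31 to 0.19) in PILECs, but the lists hold no gene of Table S2. That table gives other muscle genes, such as Actc1, Myog, Tnnt2 and Myh3, as lower in expression in menin-null PILECs. Fewer muscle cells would also give this. In wt PILECs the listed muscle promoters held a median of 0.906 RPM beside 0.999 RPM in the input, so that a loss could not show there. At the 11 caudal promoters, with 2.45 RPM beside 0.841 RPM in the input, a loss could show, and their median was -0.15 (-0.36 to 0.21), with 6 lower and 5 higher, which is too few genes going both ways to decide. In PILECs neural promoters had -0.06 (-0.22 to 0.05), with 9 lower and 5 higher, beside -1.14 at HoxC, the least lowered locus. They held 23.0 RPM in wt PILECs, but already 12.3 RPM in wt mESCs, so fewer neural cells are not excluded. Fibroblast promoters had -0.29 (-0.60 to 0.11), with 10 lower and 6 higher, which leaves fewer fibroblasts open. Islet promoters were not lower, at 0.21 (-0.18 to 0.45). Liver promoters held less than the input and could not show a loss. Further cell types were not tested. A dependence of the Hox loci on menin that appears with differentiation stays open beside these.

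A region upstream of Meg3, on chromosome 12 from 110765801 to 110767000, lost H3K4me3 in both stages. The paper lists it in Table S3 without a gene and does not discuss it. Its log2 ratio of menin-null over wt cells was -3.60 in mESCs (5 and 42 tags) and -2.42 in PILECs (6 and 34 tags), and in the wt libraries it held 9.17 and 2.46 times the RPM of the input. In PILECs lost copies are argued against by the input within 50 kb, with a log2 ratio of -0.11 (-0.24 to 0.03). In mESCs that input had a log2 ratio of -1.30 (-1.63 to -0.97), and lost copies of the allele with the mark cannot be told apart from a loss of the mark. A mark at this region that depends on menin in PILECs may be considered as a hypothesis. A difference between the cell lines in imprinting was not tested and stays open beside it.

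An intergenic region of chromosome 4, from 138262401 to 138263400, had more H3K4me3 in menin-null cells of both stages, with log2 ratios of 2.56 in mESCs (77 and 9 tags) and 2.06 in PILECs (110 and 28 tags), and the paper does not discuss it. In the menin-null libraries it held 20.5 and 14.1 times the RPM of the input. Extra copies are argued against by the input within 50 kb, with log2 ratios of -0.045 (-0.28 to 0.19) in mESCs and 0.10 (-0.03 to 0.23) in PILECs. A difference in sequence between the cell lines was not tested and stays open beside a change that follows the loss of menin, which is a hypothesis.

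In the mESC inputs, which the paper uses only as controls, chromosome 8 had a log2 ratio of menin-null over wt of 0.20, relative to the autosomal median, and the other autosomes lay between -0.11 and 0.05. A gain of part of the chromosome is argued against, since the lowest median of its 14 stretches of 10 Mb was 0.13. GC content is argued against, since the ratio was 0.22 after a fit on GC, and duplicate tags are argued against, since it was 0.19 with 1 tag per position and strand. Fewer copies in wt mESCs are argued against, since the input share of chromosome 8 in wt mESCs over wt PILECs, relative to the autosomal median, had a log2 ratio of 0.21, above the -0.20 to 0.13 of the other autosomes, and in menin-null cells it was 0.42. Extra copies of the whole chromosome in some menin-null mESCs are a candidate explanation that was not tested apart from these values.

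Segments of chromosome 12 had fewer input tags in menin-null mESCs than in wt mESCs, with log2 ratios of -0.90 from 85.8 to 87.6 Mb and -0.95 from 107.4 to 112.8 Mb, and the paper does not report them. GC content is argued against, since the less lowered segment was at -0.88 after a fit on GC, and duplicate tags are argued against by -0.92 with 1 tag per position and strand. Extra copies in wt mESCs are argued against. Relative to its flanks the segment with the smaller difference stood at -0.55 in menin-null mESCs over menin-null PILECs, and at 0.20 in wt mESCs over wt PILECs. In menin-null PILECs the ratios to wt PILECs were -0.21 and -0.19. Loss of 1 copy of the segments in most menin-null mESCs of this culture may explain these values, and it would then not be shared by most of the cells that gave the PILECs. Within the segments the median log2 ratio of H3K4me3 at the TSS was -0.84 and -0.70 in mESCs, so that lower H3K4me3 there, at the Dlk1-Meg3 locus among others, is in part what fewer copies would give.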

How the results depend on the processing

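The alternatives with at most 2 mismatches, with the 5' end of the gene as its start, with input tags subtracted and without the imprinted genes were chosen after seeing the data. No paired analysis was possible because each condition has 1 library, and leaving out each library in turn cannot be run for the same reason. Of the values of the main comparisons under the alternatives, 257 stayed within the interval or 1.5 times the count of the reported value, 107 moved beyond it, some of them to the other sign from a value whose interval included 0, and 2 took the other sign from a value whose interval excluded 0. Of the values for single genes and regions 217 stayed and 11 moved. In each case below the cause was not tested, except where the setting by its construction gives it.

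The lower H3K4me3 at Meg3 and Mest in menin-null mESCs and at the 4 Hox loci in menin-null PILECs kept its direction under each alternative run, with log2 ratios of -4.04 to -2.71 at Meg3 and -3.50 to -2.91 at Mest. The 2 that took the other sign from an interval without 0 were those of HoxD between wt PILECs and wt mESCs, at 0.31 divided by the input ratio and 0.70 over the Table S4 regions only. HoxA and HoxC between wt PILECs and wt mESCs, and each Hox locus between the genotypes of mESCs, had intervals that included 0, and their signs also changed with the setting.

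Scaled by tags in enriched regions, the log2 ratios of menin-null over wt mESCs were -0.19 at HoxA, -0.36 at HoxB, -0.32 at HoxC and -0.28 at HoxD, those in PILECs -1.24 at HoxA and -1.93 at HoxB, and those of menin-null PILECs over menin-null mESCs -1.19 at HoxA, -0.56 at HoxB, -0.84 at HoxC and -1.30 at HoxD. The regions lost and gained in menin-null mESCs were 38 and 5, and 47 were gained in menin-null PILECs. The median at genes down in menin-null mESCs was -0.82. This scaling moved the median of all genes from 0.10 to -0.18 in mESCs, and a change of each ratio by one factor follows from its construction.

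Scaled by the median ratio of enriched regions, the same ratios were -0.16 at HoxA, -0.34 at HoxB, -0.30 at HoxC and -0.26 at HoxD in mESCs, -1.24 at HoxA, -1.93 at HoxB and -1.03 at HoxC in PILECs, and -1.23 at HoxA, -0.61 at HoxB, -0.88 at HoxC and -1.34 at HoxD between the stages of menin-null cells. The regions numbered 30 lost and 6 gained in mESCs and 47 gained in PILECs, and the genes down in mESCs were at -0.80. Scaled by tags outside enriched regions, the ratios were 0.31 at HoxA, 0.14 at HoxB, 0.18 at HoxC and 0.22 at HoxD in mESCs and -1.82 at HoxA, -1.20 at HoxB, -1.47 at HoxC and -1.93 at HoxD between the stages of menin-null cells, with 5 regions lost and 299 gained in mESCs and 19 gained in PILECs. These scalings moved the median of all genes in mESCs to -0.16 and 0.32.

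Divided by the input ratio, wt PILECs over wt mESCs gave 0.59 at HoxA, 1.24 at HoxB and 0.42 at HoxC, menin-null PILECs over menin-null mESCs gave -0.92 at HoxA, -0.67 at HoxB, -0.77 at HoxC and -0.93 at HoxD, and menin-null over wt PILECs gave -1.91 at HoxB. In mESCs 67 regions were lost and 621 gained, and the genes down were at -0.17. The input ratio of each region rests on few mESC tags and the test takes it as exact, so calls can be added in both directions. With input tags subtracted, wt PILECs over wt mESCs gave 0.17 at HoxA, 1.75 at HoxB, 0.19 at HoxC and -0.24 at HoxD, and menin-null PILECs over menin-null mESCs gave -2.001 at HoxA, -2.02 at HoxB, -1.76 at HoxC and -2.48 at HoxD.

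Over the Table S4 regions only, wt PILECs over wt mESCs gave 0.75 at HoxA, 1.77 at HoxB and 2.05 at HoxC, menin-null over wt PILECs gave -2.37 at HoxA, -3.02 at HoxB, -2.68 at HoxC and -2.43 at HoxD, menin-null PILECs over menin-null mESCs gave -1.96 at HoxA, -1.24 at HoxB, -0.997 at HoxC and -2.38 at HoxD, and menin-null over wt mESCs gave 0.33 at HoxA, 0.36 at HoxC and 0.65 at HoxD. The paper chose these regions for their change in PILECs, so lower ratios of menin-null over wt PILECs follow from their choice, and higher ratios of wt PILECs over wt mESCs are favoured by it.

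With 1 tag per position and strand, 7 regions were lost in mESCs and 18 gained in PILECs. The shares of H3K4me3 tags near TSSs were 43.0%, 50.2%, 38.4% and 35.8% in wt mESCs, menin-null mESCs, wt PILECs and menin-null PILECs. In the same order they were 43.4%, 51.2%, 42.7% and 40.0% with tags not moved, 43.4%, 51.2%, 42.5% and 39.9% with at most 2 mismatches, and 48.1%, 56.2%, 48.1% and 45.1% within 2 kb of the TSS, where a larger share follows from the distance. The genes up in menin-null PILECs were at 0.35 within 2 kb of the TSS.

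A fold of 3 or more left 3 regions lost and 6 gained in mESCs and 39 lost and 5 gained in PILECs, and fold alone gave 17 lost in mESCs, as a stricter or looser rule must. A minimum length of 600 bp gave 39 lost and 115 gained in mESCs and 308 lost and 70 gained in PILECs, since more regions are then tested. A window threshold of 1e-08 gave 94 lost and 15 gained in PILECs, and an enriched length at the Hox loci of 8800 bp in wt mESCs and 6000 bp in menin-null PILECs.

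With the 4 libraries thinned to the smallest, the enriched length at the Hox loci was 13400 bp in wt PILECs and 1600 bp in menin-null PILECs, beside 80200 and 10400 bp with all tags, so depth by its construction sets these lengths.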

Differences from the paper's values

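Of the values that the paper gives and that were also measured here, none was more than 1.5 times the other of its pair, the limit beyond which a pair was counted as different. The settings do move some of them. The regions lost in menin-null mESCs number 12 in Table S3 of the paper and 11 here, and the regions gained 54 in the paper and 69 here. In PILECs Table S4 lists 204 lost and 23 gained regions, beside 146 and 30 here. Of the paper's lost regions, 4 of 12 in mESCs and 67 of 204 in PILECs overlap one called lost here. For Meg3 the paper's fold is 16.57, beside 13.5 here, and for Mest 8.71 beside 9.30.

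The paper states that genes changed in expression in menin-null mESCs did not change in H3K4me3. Here the median log2 ratio at the genes down was -0.53, below all matched random lists, and that at the genes up was 0.57, above all of them. The mean over the genes down gave a ratio of 0.897, beside about 0.90 in Fig. 2A, read by eye, and the mean over the genes up gave 1.38, beside about 1.2 in Fig. 2A, read by eye. Under the alternatives the ratio for the genes down ran from 0.735, scaled by tags in enriched regions, over 1.04, scaled by tags outside them, to 1.14, divided by the input ratio, so its side of 1 depends on the setting, and that for the genes up was at least 1.13 in each. Divided by the input ratio the median of the genes down was -0.17, with a bootstrap interval of -0.46 to 0.18 that includes 0. In PILECs the ratios of the means were 0.675 for the genes down and 1.11 for the genes up, beside about 0.58 and about 1.0 in Fig. 2B, read by eye.

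The paper states that most regions that lost H3K4me3 in menin-null mESCs are intergenic. Of the 12 regions in its Table S3, 8 overlap a stretch within 1 kb of an annotated TSS and 1 lies between genes, while the table itself names no gene for 6.

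The paper states that H3K4me3 increased at every Hox locus when wt mESCs became PILECs. Over the whole windows the log2 ratio was above 0 at HoxB (1.07) and below 0 at HoxA (-0.07), HoxC (-0.07) and HoxD (-0.44). Among the settings tried, the Table S4 regions alone and division by the input ratio gave ratios above 0 at all 4 loci, and the choice of the Table S4 regions, most of them lower in menin-null than in wt PILECs, favours high counts in wt PILECs. With 1 tag per position and strand the ratio was above 0 at HoxB and HoxC (0.02), and subtraction of input tags, chosen after seeing the values, gave ratios above 0 at HoxA, HoxB and HoxC.

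The paper states that Hox expression fell in proportion to H3K4me3 in menin-null PILECs. Across the 16 Hox genes of Table S2 the Spearman correlation of the paper's expression change with the H3K4me3 ratio within 1 kb of the TSS was 0.26 (-0.31 to 0.74), and with tags within 2 kb of the TSS it was 0.51. These 16 genes were listed for at least 2-fold lower expression, so the correlation covers a restricted range. It cannot settle proportion across all Hox genes. The median H3K4me3 log2 ratio was -2.25 at the 16 genes and -0.48 at the 23 other Hox genes.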

Other observations

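The tests at Airn and Plagl1 and those without the genes of the chromosome 12 segments were chosen after these genes and segments had been singled out by their values, the list without imprinted genes was added after seeing the data, and the one also without Rian, Mirg and Rtl1 was chosen after the values of these genes and the median with them had been seen, while the value that each test below gives had not been seen when the test was chosen.

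More regions were gained than lost in menin-null mESCs, 69 beside 11. Scaled by the tags in enriched regions, which were a higher share of the menin-null library, 5 regions were gained and 38 lost, but this scaling moves every log2 ratio by the same -0.29, so that fewer gained regions follow from its construction. A higher share of tags in enriched regions in the menin-null mESC library therefore cannot be told apart from more H3K4me3 at these regions. GC content of the regions is argued against, since 73 regions were gained after the trend with GC was removed, and the median GC content was 57.8% in gained and 59.4% in all enriched regions. Of the gained regions, 24.6% (95% interval 15.1 to 36.5) lie on chromosome 8, which holds 6.20% of the enriched regions. Extra copies of chromosome 8 are argued against as the whole cause, since 52 of the gained regions lie elsewhere, and stay open as a part of it.

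H3K4me3 was lower at the genes down in expression in menin-null mESCs. Lost copies of the chromosome 12 segments, which hold 19.2% of the placed genes of the list and 0.376% of all annotated genes, are argued against as the whole cause, since the median log2 ratio without them was -0.30 (-0.53 to -0.07), at percentile 0.040 of the matched random lists. Leaving out the genes in the list of imprinted genes gave a median of -0.37 over 46 genes, below all random lists, but Rian, Mirg and Rtl1 of the Dlk1-Meg3 locus are still among these. Without them too it was -0.35 (-0.53 to -0.08) over 43 genes, again below all random lists, which argues against these imprinted genes as the whole cause. All these lists hold genes with few tags. Without the segments and with at least 10 tags per gene the median was -0.12 (-0.39 to 0.08) over 33 genes, at percentile 1.32, and without the segments, which hold Rian, Mirg and Rtl1, and the imprinted genes it was -0.18 (-0.53 to 0.03) over 38 genes, at percentile 1.09. Fibroblasts or other differentiated cells in the wt mESC culture cannot be told apart from a change within mESCs. Fibroblast promoters had a median of -0.34 (-1.53 to -0.00), at percentile 25.0, on few tags.

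Among 27 imprinted promoters other than Meg3 and Mest the median log2 ratio in mESCs was 0.21, at percentile 78.2, and 2 of them, Airn and Plagl1, had an interval below -1. They were singled out after their values were seen. The log2 ratio was -3.53 at Airn (2 and 16 tags) and -2.90 at Plagl1 (6 and 31 tags) in mESCs, and -0.49 and -0.66 in PILECs. Lost copies are argued against by the input within 50 kb, with log2 ratios of -0.10 (-0.36 to 0.16) at Airn and 0.084 (-0.20 to 0.37) at Plagl1. A loss of imprinting at single loci in the menin-null line may be considered beside a direct effect of menin, and neither was tested.

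Promoters of neural and islet genes were compared in PILECs. Between wt PILECs and wt mESCs the median log2 ratio was 0.56 (-0.04 to 1.67) over 14 neural promoters and -0.84 (-1.36 to -0.14) over 24 islet promoters. In menin-null cells these were 0.47 (-0.27 to 1.31) and -0.17 (-0.86 to 0.26), both with intervals that include 0. In wt PILECs the medians were 23.0 RPM at neural and 2.88 RPM at islet promoters. A larger share of cells with neural than with islet promoters marked is a candidate explanation, although promoters can carry H3K4me3 in cells that do not express the gene. No list shares a gene with another list, 6 imprinted genes are in Table S1, and 2 imprinted and 2 neural genes are in Table S2.

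For the marker lists, the median log2 ratio of menin-null over wt mESCs was -0.08 for caudal, 0.20 for imprinted, -0.13 for islet, -0.53 for liver, -0.35 for muscle and 0.24 for neural promoters. The interval of the neural promoters in mESCs, 0.08 to 0.32, lay above 0, at percentile 87.6 of the matched random lists. In PILECs it was -0.15 for caudal, -0.29 for fibroblast, -0.11 for imprinted, 0.21 for islet, 0.45 for liver, 0.00 for muscle and -0.06 for neural promoters, and each 95% bootstrap interval in PILECs included 0. The islet promoters in PILECs nevertheless lay at percentile 99.7 of the matched random lists, whose median was -0.11. The liver promoters held a median of 0.411 RPM in wt mESCs and 0.479 RPM in wt PILECs, below the input, so that their ratios rest on few tags.

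Of the regions gained in menin-null cells, 3 were called in both stages, at the promoter of 1700018B08Rik, at the intergenic region of chromosome 4 and at the promoters of AB041806 and Fam43b. H3K4me3 within 1 kb of the Men1 TSS, which lies outside the exons without input tags, had a log2 ratio of 0.55 (0.12 to 1.00) in mESCs and -0.06 (-0.20 to 0.08) in PILECs.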
